# G-quadruplex DNA contributes to RNA polymerase II-mediated 3D chromatin architecture

**DOI:** 10.1093/nar/gkad588

**Published:** 2023-07-10

**Authors:** Jun Yuan, Xiaomei He, Yinsheng Wang

## Abstract

High-order chromatin organization plays an important role in biological processes and disease development. Previous studies revealed a widespread occurrence of guanine quadruplex (G4) structures in the human genome, with enrichment in gene regulatory regions, especially in promoters. However, it remains unclear whether G4 structures contribute to RNA polymerase II (RNAPII)-mediated long-range DNA interactions and transcription activity. In this study, we conducted an intuitive overlapping analysis of previously published RNAPII ChIA-PET (chromatin interaction analysis with paired-end tag) and BG4 ChIP-seq (chromatin immunoprecipitation followed by sequencing using a G4 structure-specific antibody) data. We observed a strong positive correlation between RNAPII-linked DNA loops and G4 structures in chromatin. Additionally, our RNAPII HiChIP-seq (*in situ* Hi-C followed by ChIP-seq) results showed that treatment of HepG2 cells with pyridostatin (PDS), a small-molecule G4-binding ligand, could diminish RNAPII-linked long-range DNA contacts, with more pronounced diminutions being observed for those contacts involving G4 structure loci. RNA sequencing data revealed that PDS treatment modulates the expression of not only genes with G4 structures in their promoters, but also those with promoters being connected with distal G4s through RNAPII-linked long-range DNA interactions. Together, our data substantiate the function of DNA G4s in RNAPII-associated DNA looping and transcription regulation.

## INTRODUCTION

The DNA guanine quadruplexes (G4s) are four-stranded secondary structures that form in guanine-rich regions of DNA (1,2). G4 structures arise from stacking of at least three layers of G tetrads, where four Gs are held together through hydrogen bonding and a monovalent cation, in the order of K^+^ > Na^+^ > Li^+^ (3). The development of a G4 structure-specific antibody (BG4) enabled probing for the presence of G4 structures in chromatin (4), where BG4 ChIP-seq (chromatin immunoprecipitation followed by sequencing using BG4) results unveiled the enrichment of G4s in regulatory regions of the genome and the presence of distinct G4 landscapes in different cell lines (5,6).

A number of studies revealed the important roles of G4s in various cellular processes, including telomere maintenance (7,8), DNA replication (9), DNA damage (10) and transcription regulation (11–13). Integrative analysis of ChIP-seq data of transcription factors and G4 structures underscored G4s as binding hubs for transcription factors in cells (14). In addition, multiple proteins were shown to bind directly to G4 structures *in vitro* (13,15–19).

Another important element of gene regulation is 3D chromatin architecture, where the nucleus of mammalian cells is highly compacted and organized in a hierarchical fashion ranging from A–B compartment to enhancer–promoter (E–P) contacts (20). Extensive studies have been conducted to investigate the functions of E–P interactions in transcription regulation and their potential contributions to disease development (21–24). In this vein, multiple methods have been developed to profile the detailed 3D organizations of the human genome, including 3C (chromosome conformation capture), 4C (circular chromosome conformation capture), 5C (chromosome conformation capture carbon copy), Hi-C and HiChIP-seq (*in situ* Hi-C followed by ChIP-seq)/ChIA-PET (chromatin interaction analysis with paired-end tag)/PLAC-seq (proximity ligation-assisted ChIP-seq) (25). Among these methods, HiChIP-seq/ChIA-PET/PLAC-seq can detect specific protein-mediated long-range DNA interactions and provide important information about how individual proteins modulate high-order genome organization. Bioinformatic analysis showed the enrichment of G4 structures in topologically associating domain (TAD) boundaries and in E–P interactions, indicating the role of G4s in high-order chromatin organization (26). Moreover, a recent study revealed that Yin-Yang 1 (YY1), which is known to dimerize and enable E–P interactions (27), is able to interact with G4 DNA at high affinity (13). Further HiChIP-seq assay substantiated a YY1-mediated, G4-dependent DNA looping (13). Although multiple studies suggest a role of G4s in distal gene regulation, not much is known about the detailed mechanisms through which G4 structures modulate long-range DNA interactions in cells.

Here, by conducting an overlapping-based analysis of ChIA-PET data in publicly available Encyclopedia of DNA Elements (ENCODE) database (28), we identified a strong correlation between G4 structures in chromatin and RNA polymerase II (RNAPII)-mediated long-range DNA interactions. We also observed that treatment of cells with pyridostatin (PDS), a small-molecule G4-binding ligand, led to more marked decreases in RNAPII-mediated DNA looping at sites with G4 structures than those without. In addition, genome-wide association analysis between ChIA-PET/HiChIP-seq and RNA sequencing (RNA-seq) data provided a comprehensive understanding about transcription regulation mediated by the interplay of G4 structure and RNAPII-mediated DNA looping. Moreover, we showed that enhancer G4s modulate the expression of *AKR1C* (aldo-keto reductase family 1C) family genes in HepG2 cells.

## MATERIALS AND METHODS

### Cell lines

HepG2 human hepatocellular carcinoma cells were cultured in Dulbecco’s modified Eagle’s medium (Life Technologies) containing 10% fetal bovine serum (Invitrogen) and 1% penicillin and streptomycin (Invitrogen). K562 human chronic myelogenous leukemia cells were cultured in RPMI 1640 medium (Life Technologies) containing 10% fetal bovine serum (Invitrogen) and 1% penicillin and streptomycin (Invitrogen). The cells were maintained at 37°C in an incubator containing 5% CO_2_ and the cells were tested to be free of mycoplasma contamination using e-Myco PCR Detection Kits (Bulldog Bio).

### Cell viability assay

Cell viability was examined using Cell Counting Kit-8 (CCK-8, Dojindo) according to the manufacturer’s recommended procedures, where a 100 μl suspension containing 5000 HepG2 cells was plated in each well of a 96-well plate 1 day prior to treatment. Ten microliters of the indicated concentrations of PDS were added to each well, and the cells were incubated for 24 h. After the incubation, 10 μl of CCK-8 solution was added to each well, and absorbance at 460 nm was recorded 3 h later with a BioTek Synergy H1 microplate reader (Agilent Technologies).

### Bioinformatic analysis

ChIA-PET datasets were retrieved through the ENCODE portal under assay title ‘ChIA-PET’, target of assay ‘POLR2A’ and biosample ‘K562’ or ‘HepG2’. POLR2A ChIP-seq datasets were also downloaded from the ENCODE portal under assay title ‘ChIP-seq’. Bedpe files in GRCh38 assembly were downloaded for overlapping analysis and contact matrix hic files were used for visualization. BG4 ChIP-seq raw data for HepG2 and K562 cells were obtained from Sequence Read Archive with the accession number of PRNJ60617 (14). BG4 ChIP-seq data were processed following previously published procedures in GRCh38 assembly (14). Overlapping percentages between RNAPII-linked long-range DNA interactions and G4s were calculated using bedtools pairToBed command with different -type parameters (29). One to multiple overlaps were combined accordingly. Bedpe files were split into two anchors and deduplicated to produce loop anchors. POLR2A ChIP-seq narrowPeak files were overlapped with loop anchors to obtain POLR2A binding sites with or without long-range interactions. Overlap between peaks was calculated using bedtools intersect command. Monte Carlo simulation was conducted by randomly shuffling peak file in target regions using bedtools shuffle command.

### HiChIP and data analysis

HiChIP was performed as previously described (30). Ten million HepG2 cells were mock-treated (with sterilized water) or treated with 20 μM PDS for 24 h before cross-linking with a freshly prepared 1% formaldehyde solution at room temperature for 10 min. After quenching with glycine at a final concentration of 125 mM for 10 min, the cells were washed several times with phosphate-buffered saline (PBS) and subsequently incubated in HiChIP lysis buffer (10 mM Tris–HCl, pH 8.0, 10 mM NaCl, 0.2% NP-40 and freshly added protease inhibitor cocktail) at 4°C for 2 h with rotation. After washing once with cold HiChIP lysis buffer and centrifugation, the cell pellet was resuspended in 0.5% sodium dodecyl sulfate (SDS, 100 μl) and incubated at 62°C for 10 min. SDS was later quenched by adding 25 μl of freshly prepared 10% Triton X-100 and 135 μl water. After incubation at 37°C for 15 min, the resulting chromatin was restriction-digested by adding 25 μl of 10× rCutsmart buffer (NEB) and 100 units of MboI (NEB). Chromatin was digested overnight at 37°C with shaking at 900 rpm. MboI was inactivated by incubation at 62°C for 20 min and then cooling to room temperature. To the mixture were subsequently added 15 nmol each of dCTP, dGTP, dTTP (NEB), biotin-14-dATP (Jena Bioscience) and 40 U Klenow fragment (NEB) in a total volume of 300 μl to perform nucleotide fill-in and biotin labeling. Following incubation at 37°C with shaking at 900 rpm for 1 h, a DNA ligase master mix, which contained 664 μl water, 120 μl of 10× T4 ligase buffer (NEB), 10% Triton X-100, 6 μl of 20 mg/μl bovine serum albumin (BSA) and 10 μl T4 DNA ligase (NEB), was added to the reaction mixture, and the mixture was incubated at room temperature for 6 h. The chromatin was collected by centrifugation and sonicated into 300–500 bp DNA fragments in RIPA buffer (10 mM Tris–HCl, pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate) and then incubated with 10 μg POLR2A antibody (Thermo Fisher Scientific) at 4°C overnight. Antibody-bound chromatin was captured by 50 μl Protein A/G magnetic beads (Thermo Fisher Scientific) pre-blocked with PBS/BSA (5 mg/ml BSA in 1× PBS). The beads were subsequently washed with a low-salt RIPA buffer (10 mM Tris–HCl, pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate) three times, a high-salt RIPA buffer (10 mM Tris–HCl, pH 8.0, 300 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate with proteinase inhibitor cocktail) three times, a LiCl washing buffer (10 mM Tris–HCl, pH 8.0, 150 mM LiCl, 1 mM EDTA, 0.5% NP-40, 0.1% sodium deoxycholate) three times and a TE buffer (10 mM Tris–HCl, pH 8.0, 0.1 mM EDTA) twice. DNA was purified by DNA Clean & Concentrator-5 (Zymo Research), and subsequently quantified using Qubit (Thermo Fisher Scientific). Biotin-labeled DNA was enriched using the Dynabeads MyOne streptavidin C1 (Thermo Fisher Scientific). For each sample, 20 μl streptavidin C1 beads were washed twice with 400 μl Tween wash buffer (5 mM Tris–HCl, pH 7.5, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween 20) and resuspended in 40 μl of 2× binding buffer (10 mM Tris–HCl, pH 7.5, 1.0 mM EDTA, 2.0 M NaCl) and incubated with 40 μl of the above-mentioned DNA isolated from ChIP procedures at room temperature for 15 min. The DNA-bound beads were washed twice with 500 μl Tween wash buffer, collected and resuspended in 25 μl TE buffer. Sequencing libraries were constructed using NEBNext Ultra DNA Library Prep Kit for Illumina (NEB) following the manufacturer’s instructions. The library was paired-end sequenced (2 × 100 bp) on an MGI 2000 platform (BGI). Two biological replicates were performed for each condition.

Paired-end reads were processed using HiC-Pro with default parameter (version 3.1.0) (31). Fastq files were aligned to GRCh38 assembly, deduplicated and assigned to MboI restriction fragments. After filtration for valid interactions, interaction matrices were constructed and visualized using HiCExplorer (32).

### RNA-seq and data analysis

Total RNA was extracted from cells using Omega Total RNA Kit I accordingly to the manufacturer’s recommended procedures. Poly(A) RNA enrichment was conducted using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB), and the sequencing library was constructed by using the NEBNext Ultra II RNA Library Prep Kit (NEB) following the manufacturer’s instructions. The resulting library was subjected to sequencing analysis on an MGI 2000 platform. The sequencing reads were aligned to GRCh38 assembly using STAR (v.2.7.0) with default parameters (33). Transcript quantification was conducted using featureCounts (v.2.0.3) (34). Differential gene expression analysis was performed with DESeq2 (v.1.36.0) (35).

### Real-time quantitative polymerase chain reaction

Total RNA was extracted using Omega Total RNA Kit I (Omega) following the vendor’s recommended procedures and quantified. Approximately 2 μg total RNA was immediately reverse-transcribed using 200 units of M-MLV reverse transcriptase (Promega) with 1.0 μg oligo(dT)_20_ primer according to manufacturer’s recommended procedures. Real-time quantitative polymerase chain reaction (RT-qPCR) experiments were performed using Luna Universal qPCR Master Mix (NEB) on a CFX96 RT-qPCR detection system (Bio-Rad), by following the manufacturer’s recommended protocol. Standard curves of each gene amplification product were obtained. Correlation coefficients for the standard curves were confirmed to be at least 0.99, and the amplification efficiencies were verified to be within 90–110% (Supplementary Figure S1). Relative quantifications of the genes of interest were conducted based on standard curves and normalized to *GAPDH*. Primers used in RT-qPCR are listed in Supplementary Table S1.

### 3C-qPCR

3C-qPCR was performed as previously described (36) with some modifications. Briefly, 10 million HepG2 cells (mock-treated or treated with 20 μM PDS for 24 h; dimethyl sulfoxide-treated or treated with 1 μM JQ1 for 24 h) were cross-linked in freshly prepared 1% formaldehyde in PBS buffer at room temperature for 10 min and then quenched by incubating with 125 mM glycine at room temperature for 10 min. The cells were harvested, and the cell pellet was suspended in 1 ml cold lysis buffer (10 mM Tris–HCl, pH 7.5, 10 mM NaCl, 0.2% NP-40 with freshly added protease inhibitor cocktail) and incubated with rotation at 4°C for 3 h. After centrifugation at 400 × *g* at 4°C for 5 min, the resulting nuclear pellet was resuspended in 0.5 ml of 1.2× restriction enzyme buffer (60 μl of 10× rCutsmart buffer and 440 μl water) and transferred to a 37°C thermomixer. To the reaction mixture was then added 7.5 μl of 20% (w/v) SDS, and the mixture was incubated at 37°C with shaking at 900 rpm for 1 h. After quenching the SDS with 50 μl of 20% (v/v) Triton X-100 at 37°C for 1 h, the reaction mixture was digested overnight with 400 U EcoRI-HF (NEB) at 37°C with shaking at 900 rpm. Another round of digestion was performed by adding a new aliquot of EcoRI-HF (400 U) to the reaction mixture the next day, and the mixture was incubated at 37°C with shaking at 900 rpm for 2 h. The restriction enzyme was subsequently deactivated by addition of 40 μl of 20% (w/v) SDS and incubation at 65°C for 25 min. The reaction mixture was then diluted with 700 μl of 10× T4 ligase buffer, 5.425 ml ddH_2_O and 375 μl of 20% (w/v) Triton X-100 and incubated at 37°C with gentle shaking for 1 h. To the resulting mixture was added 2000 U T4 ligase (NEB), and the mixture was incubated at 16°C overnight. The sample was then treated with 300 μg proteinase K and the cross-linking was reversed by heating at 65°C overnight. RNA was removed by incubating with 300 μg RNase A at 37°C for 1 h. DNA was purified by phenol–chloroform extraction. Real-time PCR quantifications of ligation products were performed using Luna Universal qPCR Master Mix (NEB) on a CFX96 RT-qPCR detection system (Bio-Rad) following the manufacturer’s recommended protocol. A digested and religated bacterial artificial chromosome (BAC CH17-30P14), covering the genomic regions of interest, was used as a control template. Primers were designed to be in the same direction and as close to the EcoRI restriction sites as possible. A constant primer and a test primer were used in each qPCR reaction. Standard curves of ligation products were constructed using serial dilution of control template (Supplementary Figure S2). The 3C-qPCR data were normalized to a control interaction localized in the *ERCC3* gene. Primers used in 3C-qPCR are listed in Supplementary Table S2.

### ChIP-qPCR

ChIP experiments were conducted as previously described with a few modifications (37). Briefly, 10 million HepG2 cells were cross-linked in freshly prepared 1% formaldehyde in PBS buffer at room temperature for 10 min and then quenched by incubating with 125 mM glycine at room temperature for 10 min. The cells were harvested, and the cell pellet was suspended in 1 ml cold lysis buffer (10 mM Tris–HCl, pH 7.5, 10 mM NaCl, 0.2% NP-40 with freshly added protease inhibitor cocktail) and incubated with rotation at 4°C for 1 h. After centrifugation at 400 × *g* at 4°C for 5 min, the resulting nuclear pellet was resuspended in RIPA buffer (10 mM Tris–HCl, pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate) and incubated with rotation at 4°C for 30 min. Chromatin was sheared using a QSONICA sonicator Q125 at 4°C for 10 min (10 s on/10 s off pulse) with a 42% amplitude. The resulting mixture was centrifuged at 13 200 × *g* at 4°C for 15 min. The supernatant was incubated with 5 μg POLR2A antibody (Thermo Fisher Scientific) at 4°C overnight. Antibody-bound chromatin was captured by 50 μl Protein A/G magnetic beads (Thermo Fisher Scientific). The beads were subsequently washed with a low-salt RIPA buffer (10 mM Tris–HCl, pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate) three times, a high-salt RIPA buffer (10 mM Tris–HCl, pH 8.0, 300 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate with proteinase inhibitor cocktail) once, a LiCl washing buffer (10 mM Tris–HCl, pH 8.0, 150 mM LiCl, 1 mM EDTA, 0.5% NP-40, 0.1% sodium deoxycholate) once and a TE buffer (10 mM Tris–HCl, pH 8.0, 0.1 mM EDTA) once. DNA was purified by DNA Clean & Concentrator-5 (Zymo Research). Quantitative PCR was conducted using Luna Universal qPCR Master Mix (NEB) on a CFX96 RT-qPCR detection system (Bio-Rad) following the manufacturer’s recommended protocol. Primers used in ChIP-qPCR are listed in Supplementary Table S3.

## RESULTS

### Overlapping analysis revealed a correlation between RNAPII-mediated long-range DNA interaction and G4 structures

To investigate the correlation between RNAPII-dependent 3D genome organization and DNA G4, we assessed the co-occupancy of endogenous G4 structure loci with the two anchors of RNAPII-linked DNA loops identified from ChIA-PET analysis (38). To this end, we performed overlapping analysis using POLR2A ChIA-PET data retrieved from the ENCODE database and BG4 ChIP-seq results obtained for the same cell lines, i.e. HepG2, K562 and HEK293T cells (6,14,28,39). Our results showed that large percentages of DNA loops (141 010/220 992, 63.8% in HepG2 cells; 59 729/186 714, 32.0% in K562 cells; and 96 902/174 673, 55.5% in HEK293T cells) carried at least one G4 structure in the two anchors (Figure 1A and Supplementary Table S4). When compared to CTCF ChIA-PET data, we observed a higher overlapping percentage of RNAPII-mediated long-range DNA interactions with endogenous G4 sites, indicating active engagement of DNA G4 structures in transcription (Supplementary Table S5). Additionally, the majority of endogenous G4 sites (19 979/28 382, 70.4% in HepG2 cells; 12 676/19 238, 65.9% in K562 cells; and 12 438/19 965, 62.3% in HEK293T cells) are associated with RNAPII-linked long-range DNA interactions (Figure 1B and Supplementary Table S6), supporting a positive correlation between G4 structure and RNAPII-mediated DNA looping.

**Figure 1.**
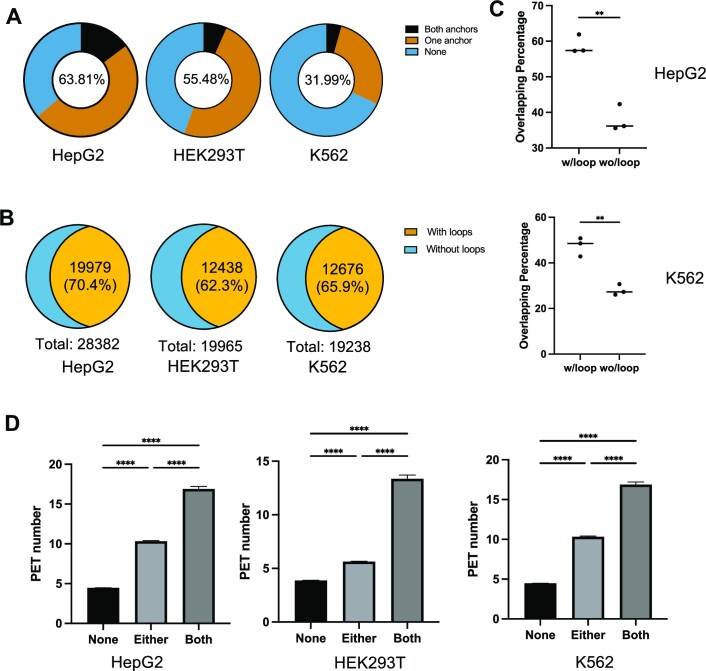
Overlapping analysis between RNAPII ChIA-PET and BG4 ChIP-seq peaks in HepG2, HEK293T and K562 cells. (**A**) Percentages of DNA loop anchors, as revealed from RNAPII ChIA-PET analysis, that overlap with G4 structure loci, as determined from BG4 ChIP-seq analysis. The ChIA-PET loop anchors are divided into three groups, with both anchors having G4 structures (‘Both anchors’), only one of them having G4 structure (‘One anchor’) or neither having G4 structures (‘None’). (**B**) Percentages of G4 structure sites (obtained from BG4 ChIP-seq) that overlap with anchors of RNAPII-mediated DNA loops (obtained from ChIA-PET analysis). (**C**) The percentages of G4 structure peaks overlapping with those RNAPII binding sites that are involved with DNA loop formation versus those that are not. Two-tailed Student’s *t*-test with Welch’s correction: **P < 0.01. (**D**) Statistical analysis of PET number of DNA loops with regard to anchor’s overlapping with BG4 ChIP-seq peaks; shown are mean ± SEM. One-way ANOVA test: ****P < 0.0001.

We also analyzed the RNAPII-linked DNA loops in HepG2 cells and found that they encompass not only P–E interactions (24.1%), but also P–P interactions (8.8%), E–E interactions (24.4%) and those not involving annotated promoters or enhancers (42.7%) (Supplementary Figure S3). Similar findings were made for those RNAPII-associated DNA loops with at least one anchor containing G4 structure, though with slightly higher percentages P–P (12.7%) and P–E (31.5%) interactions (Supplementary Figure S3).

Because there is a significant enrichment of GC content in promoter region of human genes (40), it is important to examine whether such a positive correlation arises from a bias in sequence context or open chromatin. To explore this possibility, we randomly chose the same number of peaks in control regions that consist of GC-rich sequences and exhibit G4-forming potential *in vitro*, i.e. those regions with observed G-quadruplex sequences (OQS) (41). In both K562 and HepG2 cells, RNAPII-linked DNA loops display a significantly weaker co-occurrence with randomly picked regions with OQS (*P* < 0.01, Monte Carlo simulation) than with those loci enriched with G4 structures. We also conducted a similar analysis for open chromatin as reflected by DNase I hypersensitive sites. The results showed that the RNAPII-linked DNA loops displayed mean overlapping percentages of 35.6% and 11.4% with DNase I hypersensitive sites in HepG2 and K562 cells, respectively, which are substantially lower than with those sites harboring G4 structures (*P* < 0.01, Monte Carlo simulation) (Supplementary Table S7). These results suggest that the enrichment of RNAPII-linked DNA loops at endogenous G4 structure loci is not simply due to the primary sequence of DNA elements at those sites (i.e. being GC-rich) or the association of those loci with open chromatin, but rather attributed to the formation of G4 structures at these sites.

G4s were proposed to be binding hubs for transcription factors to promote active transcription (14). As RNAPII binding sites are directly associated with transcription activity, we assessed the G4 overlapping at those RNAPII binding sites, as revealed by ChIP-seq data, with long-range DNA interactions and those without. Our results showed a much higher G4 percentage at those RNAPII binding loci that are involved with DNA looping (Figure 1C), underscoring the role of G4s in RNAPII-associated long-range DNA interactions.

To further investigate the relationship between DNA looping and G4, we calculated the DNA interaction PET numbers measured by ChIA-PET assay on the basis of G4 overlapping status. The results from HepG2, HEK293T and K562 cells showed significantly higher interaction frequencies when one anchor of DNA loops overlapped with G4 sites in chromatin compared to those loops not associated with cellular G4s. Additionally, more pronounced interactions were detected in cases where both loop anchors carry G4 structures (Figure 1D). These results indicate an active participation of G4s in RNAPII-mediated long-range DNA interactions.

G4 landscapes are distinct in different cells (6), and so are 3D genome organizations (42). Thus, we queried, using Diffbind algorithm (43), differential G4 sites in HepG2 and K562 cells based on statistically significant differences in BG4 ChIP signal (Supplementary Figure S4). A total of 18 991 differential G4 structure sites were retrieved, including 9726 and 9265 in HepG2 and K562 cells, respectively. Likewise, a total of 10 956 cell type-specific DNA loops were called from ChIA-PET datasets for the two cell lines. We next compared the overlapping pattern between differential G4s and long-range DNA interactions (44). Those DNA loops preferentially detected in HepG2 cells are more likely to overlap with G4 structures specifically detected in HepG2 cells than those detected uniquely in K562 cells (4378 versus 506, total 6598); the same finding was made for DNA loops preferentially detected in K562 cells (2347 versus 168, total 4387) (Supplementary Figure S5). These data again suggest the involvement of cellular G4 structures in RNAPII-mediated long-range DNA interactions.

### PDS preferentially diminished RNAPII-mediated long-range DNA interactions involving G4 structure loci

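POLR2A HiChIP-seq combines proximity ligation in intact nuclei with immunoprecipitation of POLR2A, the largest subunit of RNAPII. Each paired-end tag (PET) joins a pair of genomic fragments that lay close to each other in chromatin bound by RNAPII. HepG2 is a human hepatocellular carcinoma cell line, and pyridostatin (PDS) is a small molecule that binds G4 structures. HepG2 cells were treated for 24 h with water (mock) or with 20 µM PDS, in 2 biological replicates per condition. The authors digested the chromatin with MboI, aligned the paired-end reads of 100 bp to GRCh38, removed duplicates and assigned the reads to MboI fragments with HiC-Pro version 3.1.0. They deposited 1 list of DNA loops per condition, with a pair of anchors and the count of PETs for each loop. The counts were not scaled for sequencing depth, and the paper's text does not name the tool that set the anchors or how the 2 replicates were combined.
The PETs in the listed loops summed to 254647 for mock-treated cells and 67001 for PDS-treated cells. These sums cover listed loops only, and the number of sequenced read pairs in each library was not used here. The lowest count in either list was 3 PETs, so a loop missing from a list had at most 2 PETs there. Loops with 3 PETs made up 59.9% of the mock list (95% Wilson interval 59.6 to 60.3%) and 71.1% of the PDS list (70.5 to 71.8%). Both lists drew their anchors from a common set of 81742 regions that did not overlap one another, with a median width of 5822 bp and a range of 1154 to 66927 bp. Of these anchors, 20678 were used in both lists. In a random sample of 5000 anchors, all 5000 had an MboI site at both ends. Every loop joined anchors on 1 chromosome, and the distance between anchor midpoints ran from 5000 to 1998454 bp. Because the replicates were combined before the lists were made, no spread between replicates could be measured and no test between conditions was possible. Intervals given for these data are 95% Wilson intervals and cover counting error only.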

To explore further the origins of the positive correlation between G4 structures and RNAPII-mediated DNA looping, we conducted POLR2A HiChIP-seq in HepG2 cells with or without PDS treatment. In this context, PDS, a small-molecule G4 ligand that binds specifically to G4 structures, has been widely used for displacing G4-binding proteins from G4 sites in cells (13,45,46). As HiChIP-seq also captures the *in vivo* binding landscape of target proteins, we first examined the effect of PDS on RNAPII binding profiles. A total of 22 978 RNAPII peaks were identified in ‘mock’ condition and exhibited a high overlapping percentage (10 467/22 978, 45.5%) with BG4 ChIP-seq peaks. Following a 24-h treatment with 20 μM PDS, only 7278 RNAPII binding sites were captured and overlapping analysis showed an attenuated co-occurrence of the RNAPII binding loci with endogenous G4 structures (2609/7278, 35.8%) (Figure 2A). Likewise, signal intensities of RNAPII are strongly diminished in cells treated with PDS than those without (mock), where the signal ratio of PDS/mock for G4 loci was significantly lower than non-G4 loci (Figure 2B), indicating a role of PDS in impairing the recruitment of RNAPII to G4 structure sites in cells. Integrative Genomics Viewer (IGV) plots of representative regions showed a strong effect of PDS on displacing RNAPII from the promoters of *SLC26A2*, *TIGD6* and *HMGXB3* genes that carry G4 structures (Figure 2C). However, RNAPII ChIP signal was augmented in non-G4 regions after PDS treatment, which is consistent with the above-mentioned statistical analysis. In this vein, our cell viability assay results showed that a 24-h exposure with 20 μM did not give rise to any apparent alteration in the viability of HepG2 cells (Supplementary Figure S6). We next examined the impact of G4 structures on RNAPII-mediated long-range DNA interactions. 

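On chromosome 7 of GRCh38, the mock list held 2081 DNA loops with 7455 PETs, and the PDS list held 469 loops with 1537 PETs. The PDS/mock ratio of loop numbers on this chromosome was 0.225 (95% interval 0.204 to 0.249, from the Wilson interval of the PDS share of the combined loops). Across the 22 autosomes and chromosome X, the ratio ran from 0.133 on chromosome X, where the lists held 75 and 10 loops, to 0.369 on chromosome 14, with a median of 0.248. Chromosome 7 had the fifth lowest ratio of these 23 chromosomes, and its interval includes the median. Every one of the 23 chromosomes had fewer loops after PDS treatment. When only loops with at least 5 PETs were counted, chromosome 7 had 267 loops in mock-treated cells and 25 in PDS-treated cells, a ratio of 0.0936.

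**Figure D1:**
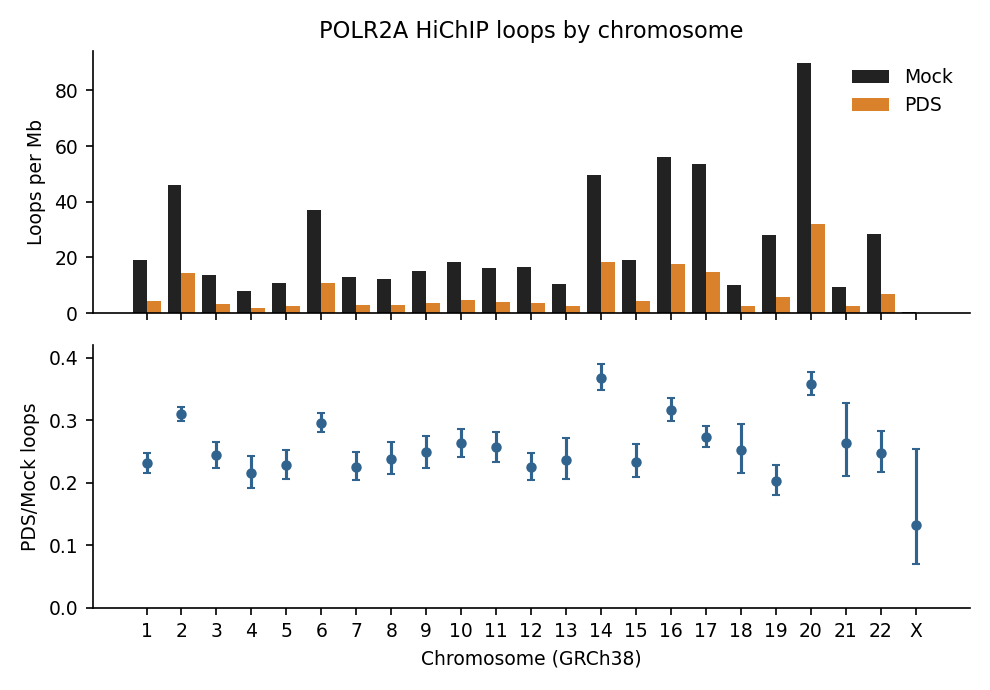
The upper panel shows DNA loops per Mb of sequence on each chromosome in mock-treated (black) and PDS-treated (orange) HepG2 cells. The lower panel shows the PDS/mock ratio of loop numbers with 95% intervals of counting error. The ratio runs from 0.133 on chromosome X to 0.369 on chromosome 14.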

The results from HiChIP-seq analysis showed that PDS treatment markedly attenuated RNAPII-mediated DNA looping, as shown in the chromosome matrix view (Figure 3A). In addition, a pronouncedly decreased number of DNA loops were detected in PDS-treated cells relative to mock-treated cells (66 417 versus 18 778), supporting that G4 is crucial for RNAPII-linked long-range DNA contacts. 

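The mock list held 66417 loops and the PDS list 18778, a PDS/mock ratio of 0.283 (95% interval 0.278 to 0.287) or 3.54-fold fewer loops. The PETs summed over all listed loops fell in nearly the same proportion, with a ratio of 0.263 (95% interval 0.261 to 0.265). The mean count was 3.83 PETs per loop in mock-treated cells and 3.57 in PDS-treated cells, and the median was 3 in both. At 10 or more PETs, 612 loops were listed for mock-treated cells and 50 for PDS-treated cells. Raising the PET minimum to 10 moved the ratio of loop numbers more than any other setting tried, to 0.0817 (95% interval 0.0613 to 0.109). The median distance between anchor midpoints was 17418 bp in mock-treated cells and 17176.5 bp in PDS-treated cells, and the 95% intervals of these medians overlap. At least 1 anchor lay within 1 kb of the transcription start site of a protein-coding gene in 46.0% of mock loops (95% interval 45.6 to 46.4%) and in 41.4% of PDS loops (40.7 to 42.1%). From the smaller number of loops after treatment with a G4 ligand, the paper reasons that G4 is crucial for the long-range DNA contacts linked to RNAPII.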

We also observed an attenuated presence of G4 structure sites in the loop anchors of the detected long-range DNA interactions in PDS-treated relative to mock-treated HepG2 cells (27.7% versus 33.8%, Supplementary Table S7). Moreover, those DNA loops not perturbed by PDS treatment exhibited a much lower extent of overlap with endogenous G4 loci (Supplementary Table S8), indicating that PDS preferentially disrupts G4-mediated long-range DNA interactions.

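The loops not perturbed by PDS are, in these data, the loops listed for both conditions. A mock loop was counted as shared when both of its anchors overlapped the anchors of a PDS loop by at least 1 bp. By this rule 7333 loops were shared, and all 7333 had identical anchors in both lists. They made up 11.0% of the mock loops (95% Wilson interval 10.8 to 11.3%) and 39.1% of the PDS loops (38.4 to 39.8%). The other 59084 mock loops were not in the PDS list. The number was 16606 with the anchors extended by 5 kb and 849 when only loops with at least 5 PETs in both lists were counted.
Whether a mock loop was also listed after PDS treatment depended on its count. Of the 39804 mock loops with 3 PETs, 5.97% were shared (5.74 to 6.21%). The share was 18.3% at 5 PETs (17.3 to 19.3%), 53.6% at 10 PETs (47.4 to 59.7%) and 88.6% at 15 or more PETs (79.8 to 93.9%, 70 of 79 loops). Shared loops had a mean of 5.34 PETs in mock-treated cells, against 3.65 for the mock loops that were not shared. A loop with 3 PETs in mock-treated cells and at most 2 after PDS treatment does not show a detectable difference at this depth, so absence from the PDS list does not by itself separate perturbed from unperturbed loops.
Within the shared loops, the median log2 ratio of PDS to mock PETs was -0.32, with quartiles of -0.74 and 0. The count was lower after PDS treatment in 4057 shared loops (55.3%), equal in 2209 and higher in 1067. Because a shared loop has at least 3 PETs in both lists, the 2376 shared loops with 3 mock PETs cannot be lower, and the median and these counts hold only under that condition. Dividing the PETs by the total of each list adds the same amount to every log2 ratio and gave a median of 1.60, which is set by the list totals. The BG4 ChIP-seq peaks that the paper overlaps with these loops were not analysed here. The paper reports a lower BG4 overlap for the PDS list (27.7%) than for the mock list (33.8%), and a still lower one for the shared loops. It takes this as a sign that PDS preferentially disrupts long-range DNA interactions mediated by G4. By subtraction of its values, the BG4 overlap was 36.1% for loops listed only in mock-treated cells and 35.8% for those listed only after PDS treatment. The lower overlap of the PDS list thus comes from the shared loops (15.1%), which make up a larger part of the PDS list than of the mock list.

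**Figure D2:**
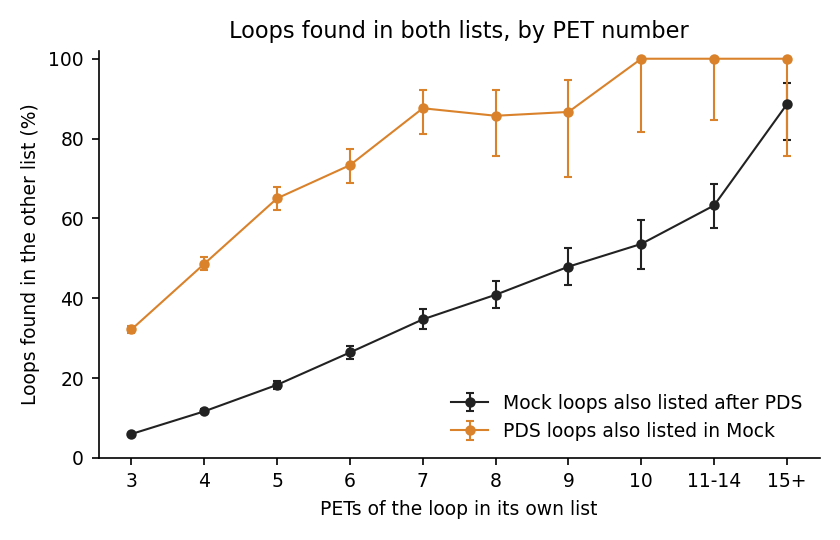
Share of loops found in the other list (%) by the number of PETs of the loop in its own list, for mock loops (black) and PDS loops (orange), with 95% Wilson intervals. For mock loops the share rises from 5.97% at 3 PETs to 88.6% at 15 or more PETs, and all 50 PDS loops with 10 or more PETs are also mock loops.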

**Figure 2.**
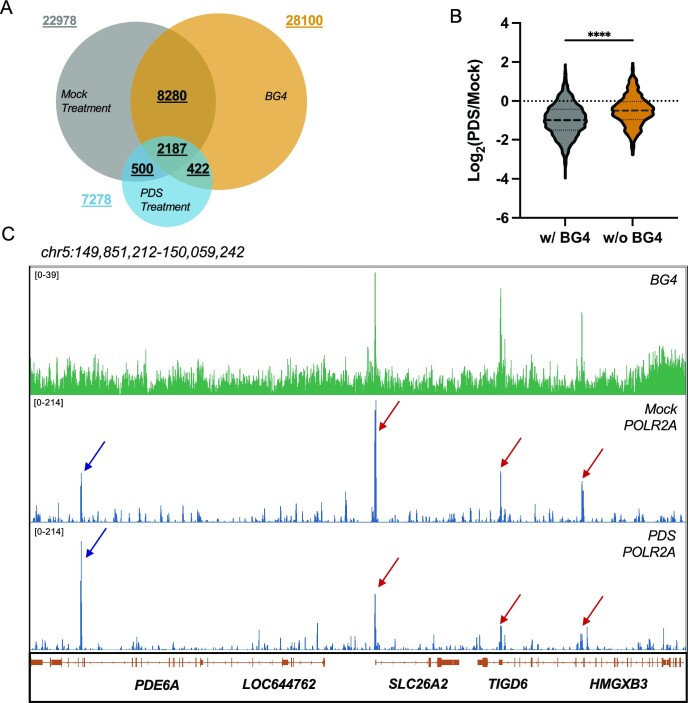
PDS treatment modulates genome-wide landscape of RNAPII occupancy. (**A**) A Venn diagram displaying the overlaps of RNAPII peaks in HepG2 cells that are mock- or PDS-treated, as revealed from HiChIP-seq analysis, with BG4 ChIP-seq peaks detected in HepG2 cells. (**B**) The ratios of RNAPII ChIP-seq signal in PDS-treated over mock-treated HepG2 cells for those peaks that overlap (w/ BG4) or not (w/o BG4) with BG4 ChIP-seq peaks. Two-tailed Student’s *t*-test with Welch’s correction: ****P < 0.0001. (**C**) IGV plots depicting diminished RNAPII ChIP signal at G4 structure loci following PDS treatment.

**Figure 3.**
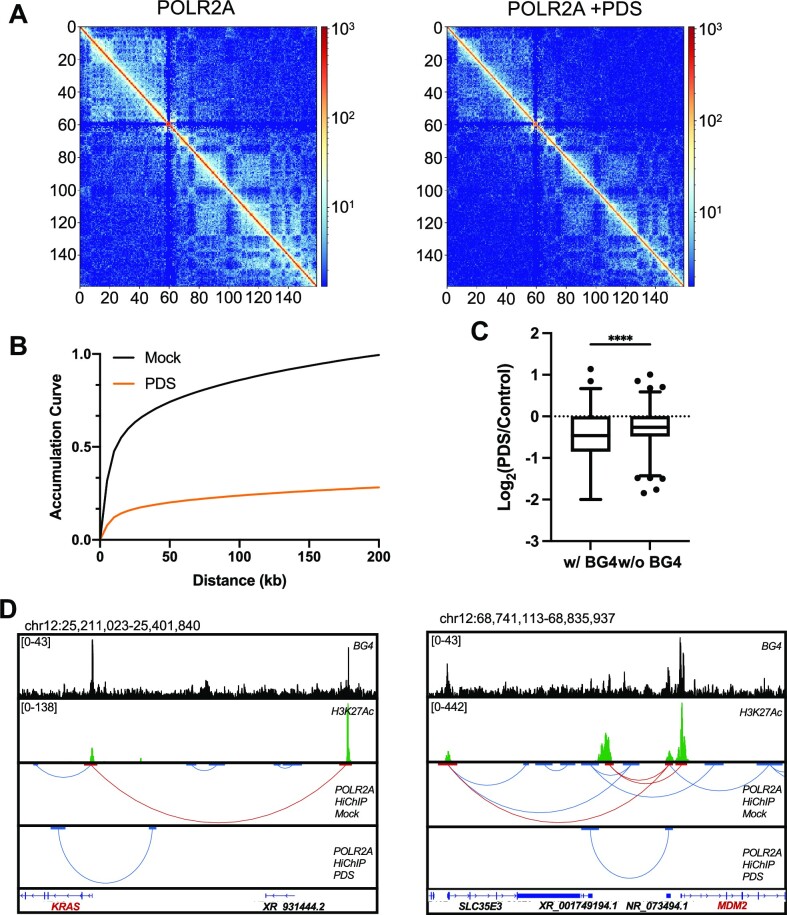
HiChIP-seq analysis showing that PDS preferentially disrupts RNAPII-linked long-range DNA interactions involving G4 structure loci. (**A**) HiChIP interaction matrices of RNAPII in chromosome 7 in HepG2 cells that were mock-treated (left) or treated with PDS (right). (**B**) Aggregation analysis of RNAPII-mediated long-range DNA interactions in mock- and PDS-treated HepG2 cells. (**C**) HiChIP PET ratios in PDS-treated over mock-treated HepG2 cells with respect to overlap with BG4 ChIP-seq peaks. Two-tailed Student’s *t*-test with Welch’s correction: ****P < 0.0001. (**D**) POLR2A HiChIP-seq results for G4-mediated long-range DNA interactions involving the promoters of *KRAS* and *MDM2* genes in mock- and PDS-treated HepG2 cells.

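For the accumulation over distance, the PETs of all loops with 5 to 200 kb between anchor midpoints were summed in each list. They came to 241837 PETs in 62647 loops for mock-treated cells and 63196 PETs in 17652 loops for PDS-treated cells. The PDS sum was 0.261 of the mock sum (95% interval 0.259 to 0.264, from the Wilson interval of the PDS share). Loops up to 20 kb held 60.7% of the mock PETs in this range, and the PDS loops up to 20 kb reached 16.0% of the same mock total. At 100 kb the PDS sum stood at 24.6% of that total. Counting loops in place of PETs moved the ratio most, to 0.282.
The ratio of loop numbers differed between distance classes by more than the counting error. It was 0.257 at 5 to 10 kb (95% interval 0.249 to 0.265), 0.316 at 10 to 20 kb (0.307 to 0.325), 0.289 at 20 to 50 kb (0.279 to 0.299), 0.262 at 50 to 100 kb (0.249 to 0.276) and 0.245 at 100 to 200 kb (0.229 to 0.261). Beyond 200 kb it was 0.299 (0.279 to 0.319).

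**Figure D3:**
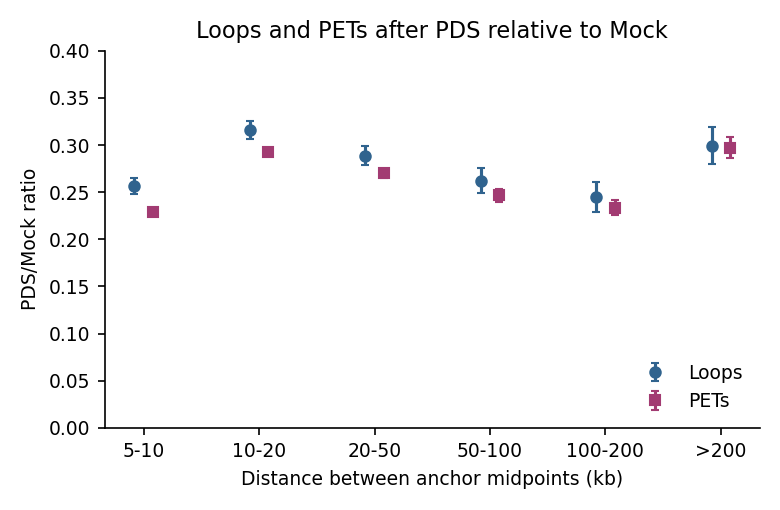
PDS/mock ratio of the number of loops (circles) and of their PETs (squares) by distance between anchor midpoints in kb, with 95% intervals of counting error. The loop ratio is lowest at 100 to 200 kb (0.245) and highest at 10 to 20 kb (0.316).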

Genome-wide accumulation analysis of RNAPII-associated DNA loops in a distance range of 5–200 kb showed much weaker RNAPII-linked DNA interactions following PDS treatment (Figure 3B). Furthermore, those RNAPII-mediated DNA loops overlapped with endogenous G4 loci displayed a more pronounced diminution in long-range interaction frequency in cells treated with PDS than those lacking overlap with endogenous G4 sites (Figure 3C).

Previous studies showed the enrichment of G4 structures at the promoters of oncogenes, including *KRAS* and *MDM2* (47,48). Thus, we examined whether G4 structures play any role in RNAPII-mediated DNA interactions of those oncogenes. Analysis of our HiChIP-seq data revealed multiple G4-containing long-range DNA interactions involving the promoters of *KRAS* and *MDM2* genes, and the disruption of these interactions following PDS treatment (Figure 3D). In this vein, our RNAPII ChIP-qPCR experiment revealed enrichments of RNAPII at both the promoters and enhancers of *KRAS* and *MDM2* genes (Supplementary Figure S7), which are also enriched with G4 structures (Figure 3D).

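MDM2 (ENSG00000135679) lies on the plus strand of chromosome 12 from 68808177 to 68845544 (GRCh38). Within 1 kb of the start sites of its 36 annotated transcripts, mock-treated cells had 5 loops with 17 PETs in all, and the PDS list had none. Only 1 of the 5 used the anchor of the canonical start site, at 68806858 to 68810087. That loop joined it to 68788077 to 68790479, inside the upstream gene SLC35E3, with 3 PETs. The other 4 loops, with 3 or 4 PETs each, used start sites inside the MDM2 gene. The MDM2 enhancer primers of the ChIP-qPCR lie in the anchor at 68743794 to 68748924, which contains the start site of SLC35E3. This anchor had no listed loop to an anchor within 1 kb of the canonical MDM2 start site. A mock loop of 3 PETs joined it to 68804093 to 68806333, which reaches to within 2500 bp of that start site.
With start sites widened to 2500 bp on either side, there were 9 mock loops and 1 PDS loop. Over the whole window drawn for MDM2 in Fig. 3D, the lists also held 9 mock loops and 1 PDS loop, and none was in both lists. Because each of these counts was 3 or 4 PETs and a missing loop can have up to 2, the loss of any 1 of them was not detectable at this depth.
The anchor of the canonical MDM2 start site holds 1 sequence with 4 runs of at least 3 G separated by 1 to 7 bases. It is GGGGGCTCGGGGCGCGGGGCGCGGGG, at 68808602 to 68808627 on the plus strand, 425 bp downstream of the start site. The anchor with the MDM2 enhancer primers holds none. These are sequence motifs, and G4 structures detected by BG4 ChIP-seq were not analysed here.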

Together, these data furnish evidence to support that RNAPII-mediated long-range DNA interactions are highly associated with G4 structures, and G4-binding ligand could perturb RNAPII-linked and G4-dependent DNA loops, including those involving promoters of oncogenes.

### G4-dependent DNA loops regulate gene expression

RNAPII is responsible for mRNA transcription and plays a vital role in gene expression (49). In light of the above results showing that cellular G4s are highly correlated with RNAPII-mediated DNA loops, we next asked whether G4-dependent long-range DNA interactions modulate gene expression.

As G4 structures are proposed to be correlated with active transcription (5,11,14,19), we first evaluated the expression pattern of genes with respect to the presence of G4 structures (based on BG4 ChIP-seq data) and long-range DNA interactions (based on ChIA-PET data). We divided genes into four groups based on their associations with G4 structures (Figure 4A): genes in group A carry G4 structures in their promoters; group B and C genes do not contain G4 structures in their promoters, but form loops with a distal site with (group B) or without (group C) G4 structure; and the remaining genes were classified into group D. Among these four groups of genes, group A exhibits the highest expression level, and group B displays significantly higher expression profile than group C. Those genes without any RNAPII-linked long-range interactions or associated with G4 structures (group D) exhibit the lowest expression profile (Figure 4B).

**Figure 4.**
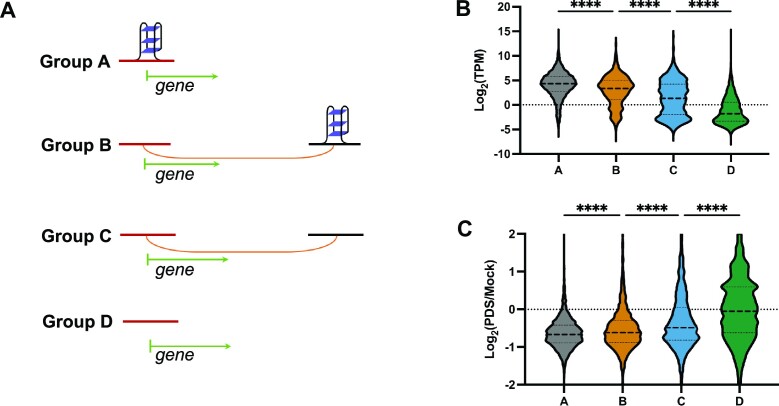
Consolidation analysis of RNA-seq and 3D genome architecture mapping. (**A**) A scheme depicting the grouping strategy. Genes were divided into four groups based on their association with G4 structures: group A genes have G4 structures in their promoters; group B and C genes do not contain G4 structures in their promoters, but these promoters are connected, via RNAPII-mediated NDA looping, to distal sites with and without G4 structures, respectively. The remaining genes were classified into group D. (**B**) Transcriptome profiles of each group of genes in mock-treated HepG2 cells. (**C**) Statistical analysis of PDS-induced alterations of the transcriptome in the four groups of genes in HepG2 cells. One-way ANOVA test: ****P < 0.0001.

Next, we evaluated the influence of PDS treatment on cellular transcriptome. We found that genes in the aforementioned groups A and B exhibited diminished expression after PDS treatment (Supplementary Figure S8); such diminished expression, however, is much less pronounced for group C genes, and not observed for those in group D (Figure 4C). These data underscored that G4 structures not only locally modulate expression of target genes through their promoters, but also distally regulate the transcription of target genes through RNAPII-linked long-range DNA interactions.

### G4-dependent DNA loops activate the expression of *AKR1C* family genes

The *AKR1C1–3* genes are closely located on chromosome 10 in a region spanning ∼200 kb. RNAPII ChIA-PET data of HepG2 cells revealed multiple DNA loops within this region and two G4 structures marked with enhancer activity (H3K27Ac) residing in the center of the DNA interaction network (Figure 5A). In contrast, G4 structures are depleted in these regions in K562 cells, which are accompanied with much less RNAPII-mediated DNA interaction network in these regions in K562 cells than HepG2 cells (Figure 5A and Supplementary Figure S9). Such analysis suggests that G4s may play a critical role in 3D genome architecture and modulate the expression of *AKR1C1–3* genes through long-range DNA interactions.

**Figure 5.**
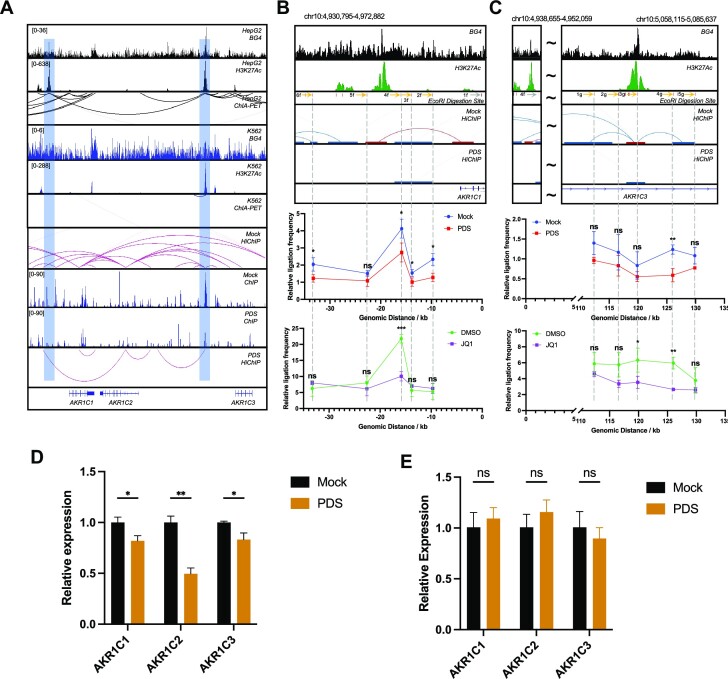
G4-dependent and RNAPII-linked DNA loops regulate the expression of *AKR1C* family genes. (**A**) RNAPII-mediated long-range DNA interactions within the regions of *AKR1C1–3* genes in HepG2, but not in K562 cells. POLR2A HiChIP-seq results for the regions of *AKR1C1–3* genes in mock- and PDS-treated HepG2 cells. (**B**, **C**) 3C-qPCR results for *AKR1C1* E–P interactions and G4-mediated E–E interactions in HepG2 cells with or without PDS treatment, and with or without JQ1 treatment. The relative level of each ligation product was plotted according to its distance from the constant primer. The data were normalized to *ERCC3* control interaction frequencies for each ligation product. The data represent mean ± SD (*n*= 3). Two-tailed Student’s *t*-test: *, 0.01 ≤ *P* < 0.05; **, 0.001 ≤ *P* < 0.01; ***, 0.0001 ≤ *P* < 0.001. (**D**, **E**) RT-qPCR (mean ± SD, *n*= 3) results showing the relative expression levels of *AKR1C1–3* genes in HepG2 and K562 cells with or without PDS treatment. Two-tailed Student’s *t*-test with Benjamini and Hochberg correction for multiple comparison: *, 0.01 ≤ *P* < 0.05; **, 0.001 ≤ *P* < 0.01.

After PDS treatment, RNAPII exhibited markedly diminished occupancy at the two G4 regions, which is accompanied with reduced RNAPII-mediated DNA interactions, as shown in the HiChIP-seq results (Figure 5A and Supplementary Figure S10). 

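AKR1C1 (ENSG00000187134), AKR1C2 (ENSG00000151632) and AKR1C3 (ENSG00000196139) lie on chromosome 10 of GRCh38 at 4963253 to 4983283, 4987775 to 5018031 and 5035354 to 5107686. AKR1C2 is on the minus strand and the others are on the plus strand. From 50 kb upstream of AKR1C1 to the end of AKR1C3, at 4913253 to 5107686, the mock list held 16 loops with 73 PETs and the PDS list 4 loops with 16 PETs. Of the mock loops, 8 had 3 PETs. Only 2 loops were in both lists, and 2 PDS loops with 3 PETs each were not in the mock list. The strongest loop joined 4950444 to 4957921, upstream of AKR1C1, to 5005459 to 5022610, which contains a start site of AKR1C2. It had 18 PETs in mock-treated cells and 5 in PDS-treated cells. The other shared loop, from 4972439 to 4988382 to 4989318 to 4995118, went from 3 to 5 PETs. The anchor at 5069825 to 5073199 inside AKR1C3 had 4 mock loops, of which the strongest, with 6 PETs, reached the AKR1C2 anchor, and none of the 4 was in the PDS list, where this anchor had 1 other loop of 3 PETs. With only loops of at least 5 PETs, the mock list held 3 loops and the PDS list 2.
In the anchors of the strongest loop, 35.2% of the 31-base sequences occur more than once in the genome, so reads there could have been placed on a wrong copy or left out. The mean was 56.6 copies per 31-base sequence, so sequences with many copies are among them. The AKR1C genes are close paralogs, but how much of the 35.2% comes from them was not examined. RNAPII occupancy was not analysed here.

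**Figure D4:**
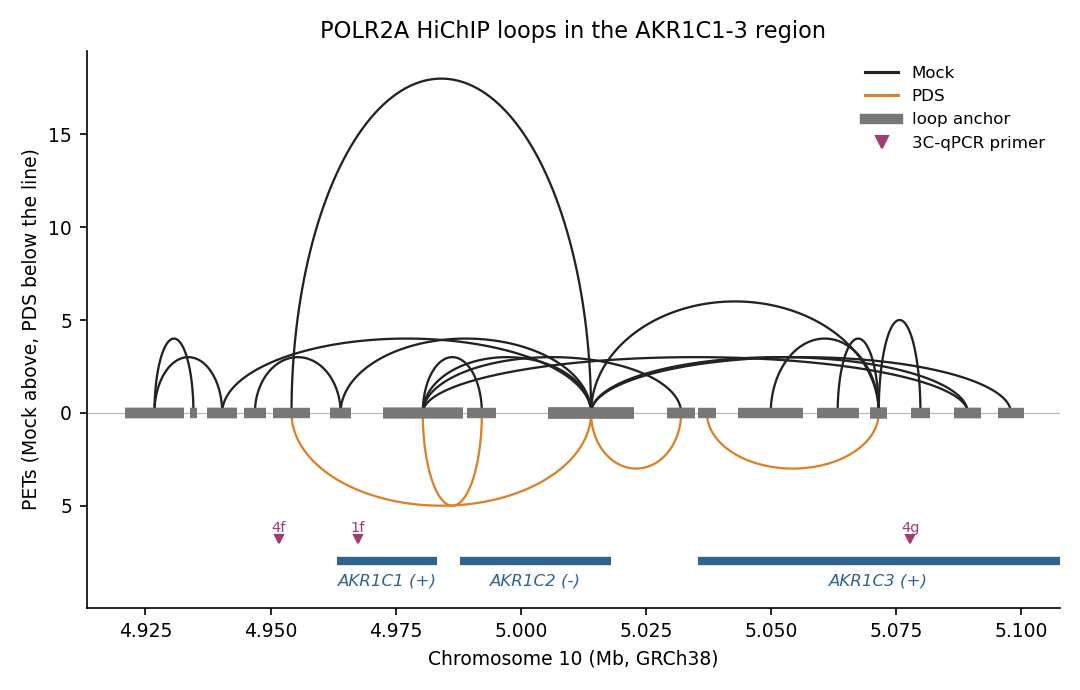
Loops with both anchors in the AKR1C1-3 region in mock-treated (black, above the line) and PDS-treated (orange, below the line) HepG2 cells, with the height of each arc giving its PETs and the position on chromosome 10 in Mb. Grey bars are loop anchors, blue bars are genes with their strand, and triangles mark the 3C-qPCR primers 1f, 4f and 4g. The tallest arc has 18 PETs above the line and 5 below it.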

To further validate these findings, we conducted 3C-qPCR assay, which can accurately determine interaction frequencies between genomic loci. One interaction of interest is between the promoter of *AKR1C1* and its upstream enhancer (E–P interaction, Figure 5B). We measured ligation efficiencies between the constant fragment (with primer 1f) located in the promoter and five candidate fragments (with primers 2f–6f). Our results showed a markedly elevated ligation efficiency between 1f and 4f, which represents the physical interaction of *AKR1C1* promoter and upstream G4-containing enhancer in HepG2 cells under mock treatment conditions. In accordance with HiChIP-seq results, we observed a significant decrease in ligation efficiency after PDS treatment, supporting an active role of G4 structure in this E–P interaction. Previous studies demonstrated that JQ1, a small molecule, can specifically dislodge BRD4 from enhancers, thereby dissolving mediator and RNAPII clusters (50,51). Treatment with JQ1 can cause reconfiguration of chromatin structure in selected gene loci (52). We observed a significantly diminished ligation efficiency in the same region following JQ1 treatment, indicating that the interaction observed between the transcription start site region of *AKR1C1* and the distal G4 is P–E interaction.

We also validated another interaction between two G4 structures in *AKR1C1–3* region. These two G4 structures serve as hubs in connecting multiple genomic loci and overlap with H3K27Ac enhancer marks. Because of the long distance between these two regions (∼120 kb), a lower ligation frequency was observed compared to the aforementioned E–P interaction (Figure 5C). However, 3C-qPCR assay showed that PDS treatment resulted in a significant attenuation in interaction between the two G4 loci (4f and 4g) compared to mock treatment (Figure 5C). Such diminution was also observed in cells treated with JQ1 (Figure 5C). These results demonstrated a physical linkage between two G4s involved in an E–E interaction.

Next, we examined the role of G4-dependent RNAPII-mediated DNA loops in the expression of *AKR1C1–3* genes. In accordance with the diminished RNAPII-mediated DNA interactions in this region, we observed attenuated expressions of *AKR1C1–3* genes in HepG2 cells (Figure 5D). In contrast, we did not observe any significant changes in expression of *AKR1C1–3* genes in K562 cells after PDS treatment, which is consistent with the lack of G4 structure and DNA loops in these regions in K562 cells (Figure 5E). The above data support a role of G4 structures in augmenting the occupancy of RNAPII in enhancer regions to stimulate transcription of target genes brought to close proximity by DNA looping. These results further substantiate the roles of G4 structures in cell type-specific RNAPII-mediated DNA looping and transcription regulation.

## DISCUSSION

Under physiological conditions, G-rich regions of DNA can fold into G4 structures, which regulate important cellular processes, including transcription. DNA G4 was first found to be involved in gene regulation by Hurley and coworkers (53), who observed that treatment of Burkitt’s lymphoma cells with G4 ligands, e.g. PDS and TMPyP4, led to diminished transcription of *MYC* gene, whose promoter contains G4-forming sequence. With the availability of a G4 structure-specific antibody (i.e. BG4), recent studies unveiled an association between G4 and transcription regulation (12,14,54–56). For instance, overlapping analysis of DNMT1 ChIP-seq revealed its significant enrichment at cellular G4 sites, which also exhibit much lower CpG methylation (19). A sequestration model, where the recruitment of DNMT1 to G4 inhibits its enzymatic activity and results in hypomethylated regions, was proposed to account for the role of G4 in modulating gene expression. A later study showed that different G4 folding states, measured by G4 ChIP-seq, are associated with distinct transcriptome profiles in two cell lines (54). Therefore, it is of interest to investigate the detailed mechanism through which DNA G4 structures modulate transcription.

Aside from promoters, transcription can also be modulated by distal regulatory elements such as enhancers, which are remote from transcription start sites of target genes in the primary sequence, but close in 3D genome organization. Mediated by transcription factors and cofactors, E–P interactions initiate and promote RNAPII-mediated transcription (21). Integrative analysis showed significant enrichment of G4 at the TAD boundaries, which are proposed to be the structural scaffolds for E–P contacts. A recent study by Li *et al.* (13) revealed the ability of YY1, a transcription factor known to enable DNA looping (27), in binding with G4 structures *in vitro* and in cells, and found that disruption of YY1–G4 binding led to a diminution in YY1-mediated DNA looping.

With the encouraging results of YY1 transcription factor, we sought to investigate further how G4 functions in RNAPII-linked long-range DNA interactions and affects transcription in general. First, we employed bioinformatic analysis by comparing POLR2A ChIA-PET and BG4 ChIP-seq in three cell lines (i.e. HepG2, HEK293T and K562). We found a strong overlap, >60% in HepG2 cells, between G4 structure sites and RNAPII-mediated DNA loops (Figure 1A). Our finding is consistent with previous integrative analysis of G4 ChIP-seq with the Hi-C dataset (26). Moreover, we analyzed the association between interaction frequency and the presence of G4 structure, and more interactions were detected at cellular G4 loci (Figure 1D). Shuffling calculation at DNase I hypersensitive sites and sites with OQS substantiated our finding that G4 structures are important determinants for long-range DNA contacts (Supplementary Table S7). As DNA loops vary in different cell lines, we demonstrated that distinct DNA looping patterns are strongly associated with the cell type-specific distributions of G4 structures in chromatin (Supplementary Figure S5). Together, our bioinformatic analysis lent evidence to support that G4 is involved in high-order chromatin organization and in RNAPII-mediated long-range DNA interactions. It is worth noting that there is so far no evidence supporting that RNAPII can bind directly with DNA G4 structures. However, many transcription factors exhibit ability in binding directly with G4 DNA (13,16,57–59). As noted above, one of these transcription factors, YY1, could bind to G4 DNA at low nM binding affinity, and this binding contributes to YY1-mediated DNA looping (13). It will be important to examine how other G4-binding transcription factors contribute to RNAPII-mediated DNA looping.

We also found that PDS, a small-molecule G4-binding ligand, could disrupt global RNAPII binding with an ∼68% decrease in significant binding sites (Figure 2A). Specifically, those RNAPII binding loci with G4 structures displayed more pronounced decreases following PDS treatment compared to those without (Figure 2B and C). As RNAPII constitutes the core component of the mammalian transcription machinery, our data suggest an important role of G4 in RNAPII-mediated long-range DNA interaction and transcription regulation. Importantly, by using HiChIP-seq, we detected attenuated RNAPII-mediated long-range DNA interactions following PDS treatment (Figure 3A and B), and we demonstrated that such diminishing effect was more pronounced in DNA loops with G4-containing anchors than those without (Figure 3C).

G4 structure has been proposed to play important roles in transcription regulation (5,11,19); however, limited studies demonstrated experimentally how distal G4s modulate gene expression (13). We combined RNA-seq with long-range DNA interaction data (ChIA-PET/HiChIP-seq) to unravel the regulatory roles of G4-depedent DNA loops in transcription. Transcriptome abundance profiling revealed higher expression of not only those genes with G4 in promoter regions but also those connected to a distal G4 through RNAPII-mediated long-range DNA interactions (Figure 4B). In addition, PDS-induced alterations in expression of those genes with G4-dependent DNA loops are more pronounced than those genes connected with DNA loops lacking G4 structures (Figure 4C).

We further evaluated how G4-dependent DNA loops modulate gene expression in a specific genomic region. AKR1C proteins are a group of enzymes responsible for steroid reductions (60). AKR1C3 was shown to have an important role in the progression of prostate cancer (61) and several selective inhibitors of AKR1C3 have shown antitumor activity (62–64). Furthermore, a bioinformatic analysis showed elevated *AKR1C1–3* expression in liver cancer samples compared with normal liver samples (65). Poorer survival rate was observed in those cancer patients with high expression of *AKR1C1–3*, suggesting that they may serve as prognostic markers for liver cancer (65). Our HiChIP experiments demonstrated that treatment with a G4-binding ligand led to diminished RNAPII-mediated DNA loops (Figure 5A). By using 3C-qPCR assay, we validated our findings made from RNAPII HiChIP-seq and demonstrated the participation of G4 structure in both the P–E and E–E interactions in *AKR1C1–3* regions (Figure 5B and C). We further demonstrated that G4-dependent RNAPII-mediated DNA loops play an important role in regulating the expression of *AKR1C1–3* in HepG2 cells (Figure 5D and E). Considering the possible role of *AKR1C* family in liver cancer, our study in HepG2 cells provided an important knowledge basis for potential therapeutic interventions of liver cancer. In addition, we failed to observe any apparent impact of PDS treatment on the expression of the *AKR1C1–3* genes in K562 cells, which is in line with the lack of G4 structure-mediated DNA looping at these genetic loci in K562 cells. Our work, hence, also underscores a role of the interplay of G4 structure and RNAPII-mediated DNA looping in cell type-dependent gene expression in human cells.

In summary, we revealed, using a combination of bioinformatic and experimental approaches, that DNA G4 actively participates in RNAPII-mediated long-range DNA interactions (Figure 6). We also found that G4 structures not only locally modulate transcription in promoter regions, but also remotely regulate gene expression through long-range DNA interactions. Moreover, our work revealed a role of G4 structure in differentially modulating RNAPII-mediated DNA looping and expression of target genes in two different cell lines, which could stimulate future studies about the role of G4-dependent DNA loops in cell type-specific gene expression and in cancer biology. Together, our study provided new insights into the functional interplay of G4 structures and 3D genome architecture in regulating gene expression.

**Figure 6.**
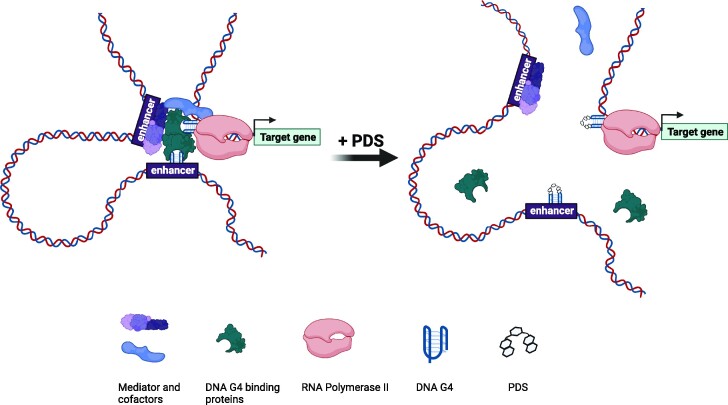
A model illustrating the involvement of G4 structures in RNAPII-linked long-range DNA interactions and in gene expression regulation. A small-molecule G4 ligand, PDS, can perturb G4-binding capacity of proteins (e.g. YY1) and disrupt 3D genome architecture.

## Supplementary Material

gkad588_Supplemental_File Click here for additional data file.

## Data Availability

The HiChIP-seq and RNA-seq data generated in this study have been deposited into the National Center for Biotechnology Information’s Gene Expression Omnibus database (HiChIP-seq: GSE222206; RNA-seq: GSE222207).

# Supplementary material for: G-quadruplex DNA contributes to RNA polymerase II-mediated 3D chromatin architecture
**Source:** Nucleic Acids Res. 2023 Jul 10;51(16):8434–46. doi: 10.1093/nar/gkad588

**Supplementary Materials for**

**“G-quadruplex DNA Contributes to RNA Polymerase II-mediated 3D**

**Chromatin Architecture”**

Jun Yuan<sup>1</sup>, Xiaomei He<sup>2</sup>, and Yinsheng Wang<sup>1,2\*</sup>

**Supplementary Table S1.** Primers used in RT-qPCR.

| Sequence Names | Sequences                    |
|----------------|------------------------------|
| AKR1C1-F       | 5'-TCCGCCATATTGATTCTGCTC-3'  |
| AKR1C1-R       | 5'-TGGTCGATGGGAATTGCAC-3'    |
| AKR1C2-F       | 5'-TGATGGTCACTTCATGCCTG-3'   |
| AKR1C2-R       | 5'-GCTTCTATTGCCAATTTGACGG-3' |
| AKR1C3-F       | 5'-GGGTTCCGCCATATAGATTCTG-3' |
| AKR1C3-R       | 5'-ACTCTGGTCGATGAAAAGTGG-3'  |
| TUBB-F         | 5'-CGGGCAGTGTTTGTAGACTTGG-3' |

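In 3C-qPCR, cross-linked chromatin is cut, here with EcoRI, and ligated, and the frequency of each ligation product is measured by PCR with a constant primer in one fragment and a second primer in another. The sequences of the f and g primers were placed on chromosome 10 of GRCh38 by exact match. All had a single match except 2f, which had none. The constant primer 1f lies at 4967480 to 4967500, inside AKR1C1, on an EcoRI fragment from 4957903 to 4967558 that contains the AKR1C1 start site. Primer 4f lies 15.9 kb away at 4951617 to 4951635, on a fragment from 4944957 to 4951697. Primer 4g lies inside AKR1C3 at 5077786 to 5077808, 126 kb from 4f, on a fragment from 5071692 to 5077881. In the HiChIP lists, 1 loop joined anchors that overlap the fragments of 1f and 4f, with 3 PETs in mock-treated cells, and it was absent from the PDS list. Its upstream anchor, at 4944720 to 4949017, also overlaps the fragment of 5f, so these fragments cannot be resolved at the width of the anchors. No listed loop in either condition joined the fragment of 4f to a fragment of primers 1g to 5g, which allows up to 2 PETs for each of them.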

**Supplementary Table S2.** Primers used in 3C-qPCR.

| Sequence Names                      | Sequences                      |
|-------------------------------------|--------------------------------|
| 3C_AKR1C1_1f                        | 5'-CTACAGACCTTCATGGGAAAC-3'    |
| 3C_AKR1C1_2f                        | 5'-CCCATCTCCCTTTTCCTCATATTC-3' |
| 3C_AKR1C1_3f                        | 5'-TGTGGCCTGAAACACCATAAT-3'    |
| 3C_AKR1C1_4f                        | 5'-GAGCCACGTTGGAGCTATT-3'      |
| 3C_AKR1C1_5f                        | 5'-CCAAAGAGATTATCTGACACTGGA-3' |
| 3C_AKR1C1_6f                        | 5'-CGCATCACAAACAGCGTATT-3'     |
| 3C_AKR1C1_6r (digestion efficiency) | 5'-AGGTAGAAATGGGTGCTTCC-3'     |
| 3C_AKR1C3_1g                        | 5'-CGTGAGATTGCAACCATTCAG-3'    |
| 3C_AKR1C3_2g                        | 5'-GCCATCTGATCCATCCAAA-3'      |
| 3C_AKR1C3_3g                        | 5'-GTTAAAGAGCCAGCCTGAGAA-3'    |
| 3C_AKR1C3_4g                        | 5'-G TTCCTTGAGGTTGAAGCAAATC-3' |
| 3C_AKR1C3_5g                        | 5'-ATCCTGATTCTGCCTCCTTTC-3'    |
| 3C_ERCC3_1f                         | 5'-CACAGAAGGAGGCACTCG-3'       |
| 3C_ERCC3_2f                         | 5'-ACAACATCAACTCGTACCTGAA-3'   |
| 3C_GAPDH_f                          | 5'- CCTAGGGCTGCTCACATATTC-3'   |
| 3C_GAPDH_r                          | 5'- CGCCCAATACGACCAAATCTA-3'   |

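ChIP-qPCR measures how much of a chosen DNA segment is recovered with an antibody. The MDM2 primers were placed on chromosome 12 of GRCh38 by exact match. The forward primer of the MDM2 promoter had no match, and the other 3 had a single match each. The reverse primer of the MDM2 promoter lies at 68809087 to 68809107, inside MDM2. The MDM2 enhancer primers span 68745911 to 68746040, just upstream of the SLC35E3 gene, which starts at 68746125.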

**Supplementary Table S3.** Primers used in ChIP-qPCR.

| Sequence Names  | Sequences                      |
|-----------------|--------------------------------|
| KRAS_promoter_f | 5'-AGCCGCCAATTCTGACC-3'        |
| KRAS_promoter_r | 5'-GTGCTCTTCGCAGCTTCT-3'       |
| KRAS_enhancer_f | 5'-AGACTCCCAAGGGCTCTTTA-3'     |
| KRAS_enhancer_r | 5'-GCAATCGGCCTATGCAAATAAG-3'   |
| MDM2_promoter_f | 5'-TTTCCCAGCTGTGTTCAAGTG-3'    |
| MDM2_promoter_r | 5'-TACAAGCAAGTCGGTGCTTAC-3'    |
| MDM2_enhancer_f | 5'-TGTCTAGCAAATCGGGTCAAT-3'    |
| MDM2_enhancer_r | 5'-TTGCGTCTTTGGGTCCTATC-3'     |
| Negative Site_f | 5'-GTGCCATTAGTGACCCTCTTT-3'    |
| Negative Site_r | 5'-TGACCCTTTAGTTGACCCTTTATT-3' |

**Supplementary Table S4.** Overlapping of RNAPII-mediated DNA loops with G4 structures *in vivo*. Shown are the numbers of loops (from POLR2A ChIA-PET analysis) with both anchors (Both), one of the two anchors (Either), or neither anchors (None) containing G4 structures, as obtained from BG4 ChIP-seq analysis.

| <b>ENCODE<br/>Accession #</b> | <b>Target<br/>Protein</b> | <b>Cell line</b> | <b>Total</b> | <b>Both</b> | <b>Either</b> | <b>None</b> | <b>Overlapping<br/>Percentage</b> |
|-------------------------------|---------------------------|------------------|--------------|-------------|---------------|-------------|-----------------------------------|
| ENCFF030PMM                   | POLR2A                    | K562             | 186714       | 8199        | 51530         | 126985      | 31.99%                            |
| ENCFF759YBZ                   | POLR2A                    | K562             | 115184       | 4111        | 25030         | 86043       | 25.30%                            |
| ENCFF115TNW                   | POLR2A                    | HepG2            | 223490       | 28910       | 94082         | 100498      | 55.03%                            |
| ENCFF364UNM                   | POLR2A                    | HepG2            | 220992       | 32563       | 108447        | 79982       | 63.81%                            |
| ENCFF816HOS                   | POLR2A                    | HEK293T          | 272703       | 13807       | 114015        | 144881      | 46.87%                            |
| ENCFF125JGW                   | POLR2A                    | HEK293T          | 174673       | 11656       | 85246         | 77771       | 55.47%                            |

**Supplementary Table S5.** Overlapping of CTCF-mediated loops with G4 structures *in vivo*. Shown are the numbers of loops (from CTCF ChIA-PET analysis) with both anchors (Both), one of the two anchors (Either), or neither anchor (None) containing G4 structures, as obtained from BG4 ChIP-seq analysis.

| <b>ENCODE<br/>Accession #</b> | <b>Target<br/>Protein</b> | <b>Cell line</b> | <b>Total</b> | <b>Both</b> | <b>Either</b> | <b>None</b> | <b>Overlapping<br/>Percentage</b> |
|-------------------------------|---------------------------|------------------|--------------|-------------|---------------|-------------|-----------------------------------|
| ENCFF607PZX                   | CTCF                      | K562             | 100265       | 7653        | 7646          | 84966       | 15.3%                             |
| ENCFF118PBQ                   | CTCF                      | K562             | 129670       | 9032        | 8949          | 111689      | 13.9%                             |
| ENCFF299NHM                   | CTCF                      | HepG2            | 48416        | 8430        | 8332          | 31654       | 34.6%                             |
| ENCFF743ZWY                   | CTCF                      | HepG2            | 151731       | 11931       | 11904         | 127896      | 15.7%                             |
| ENCFF158MHM                   | CTCF                      | HEK293T          | 404977       | 3298        | 43637         | 358042      | 11.6%                             |
| ENCFF653GUB                   | CTCF                      | HEK293T          | 326724       | 3642        | 44994         | 278088      | 14.9%                             |

**Supplementary Table S6.** Overlapping of G4 structure with RNAPII-mediated loop anchors. Shown are the numbers of BG4 ChIP-seq peaks that overlap with at least one anchor of RNAPII-linked DNA loops.

| <b>ENCODE<br/>Accession #</b> | <b>Target</b> | <b>Cell line</b> | <b>Total</b> | <b>Overlap with<br/>RNAPII loops</b> | <b>Overlapping<br/>Percentage</b> |
|-------------------------------|---------------|------------------|--------------|--------------------------------------|-----------------------------------|
| ENCFF030PMM                   | G4            | K562             | 19238        | 12676                                | 65.89%                            |
| ENCFF759YBZ                   | G4            | K562             | 19238        | 9741                                 | 50.63%                            |
| ENCFF115TNW                   | G4            | HepG2            | 28382        | 19740                                | 69.55%                            |
| ENCFF364UNM                   | G4            | HepG2            | 28382        | 19979                                | 70.39%                            |
| ENCFF125JGW                   | G4            | HEK293T          | 19965        | 12438                                | 62.29%                            |
| ENCFF816HOS                   | G4            | HEK293T          | 19965        | 13289                                | 66.56%                            |

**Supplementary Table S7.** Overlapping of RNAPII-mediated loops with shuffled regions in DHS (DNaseI hypersensitive sites, obtained from ENCODE with accession number ENCFF897NME, ENCFF285OXK and ENCFF274YGF) or OQS (Observed G-quadruplex Sequence, obtained from GEO database with accession number GSE63874, lifted to GRCh38 assembly) background in one representative Monte Carlo simulation. Shown are the numbers of loops (from POLR2A ChIA-PET analysis) with both anchors (Both), one of the two anchors (Either), or neither anchors (None) overlapping with shuffled regions with DHS or OQS.

| <b>ENCODE<br/>Accession #</b> | <b>Shuffle<br/>background</b> | <b>Cell line</b> | <b>Total</b> | <b>Either</b> | <b>Neither</b> | <b>Overlapping<br/>Percentage</b> |
|-------------------------------|-------------------------------|------------------|--------------|---------------|----------------|-----------------------------------|
| ENCFF030PMM                   | DHS                           | K562             | 186714       | 19157         | 167557         | 11.4%                             |
| ENCFF030PMM                   | OQS                           | K562             | 186714       | 10198         | 176516         | 5.5%                              |
| ENCFF364UNM                   | DHS                           | HepG2            | 220992       | 77952         | 143040         | 35.2%                             |
| ENCFF364UNM                   | OQS                           | HepG2            | 220992       | 25244         | 195748         | 11.4%                             |
| ENCFF125JGW                   | DHS                           | HEK293T          | 174673       | 55353         | 119320         | 31.7%                             |
| ENCFF125JGW                   | OQS                           | HEK293T          | 174673       | 16950         | 157723         | 9.7%                              |

**Supplementary Table S8.** Total numbers of PET connections detected by POLR2A HiChIP and those with at least one anchor overlapping with BG4 ChIP-seq peaks in mock- and PDS-treated HepG2 cells. Similar analysis was performed for those PET connections that are commonly observed in mock- and PDS-treated HepG2 cells (Mock & PDS overlapped).

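A PET connection of Table S8 is a loop with its count of PETs, and a loop counts as overlapping BG4 when at least 1 of its anchors overlaps a BG4 ChIP-seq peak. The number of loops recounted from each deposited list equals the paper's reported total for that condition, and the number of loops with the same anchors in both lists equals the paper's reported number for the overlapped class. The table leaves implicit the loops found in only 1 condition. Among the 11445 loops listed only after PDS treatment, 38.6% had an anchor within 1 kb of a protein-coding transcription start site (95% Wilson interval 37.7 to 39.5%), against 45.7% of the shared loops (44.6 to 46.9%) and 46.0% of the loops listed only in mock-treated cells (45.6 to 46.4%). These shares were not matched on PETs or anchor width, and wider anchors can reach more start sites. The median anchor width was 7754 bp, 9692.5 bp and 7458.5 bp in the same order. Subtraction of the paper's reported values gives a BG4 overlap of 36.1% for loops found only in mock-treated cells and 35.8% for loops found only in PDS-treated cells, and the paper's reported values for the shared loops correspond to 15.1%.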

| Condition             | PET ( $\geq 3$ ) | Overlapped with BG4 | Percentage |
|-----------------------|------------------|---------------------|------------|
| Mock treatment        | 66417            | 22438               | 33.8%      |
| PDS treatment         | 18778            | 5205                | 27.7%      |
| Mock & PDS overlapped | 7333             | 1110                | 15.1%      |

**Figure S1.** Standard curves of RT-qPCR showing high correlation coefficients and acceptable amplification efficiencies.

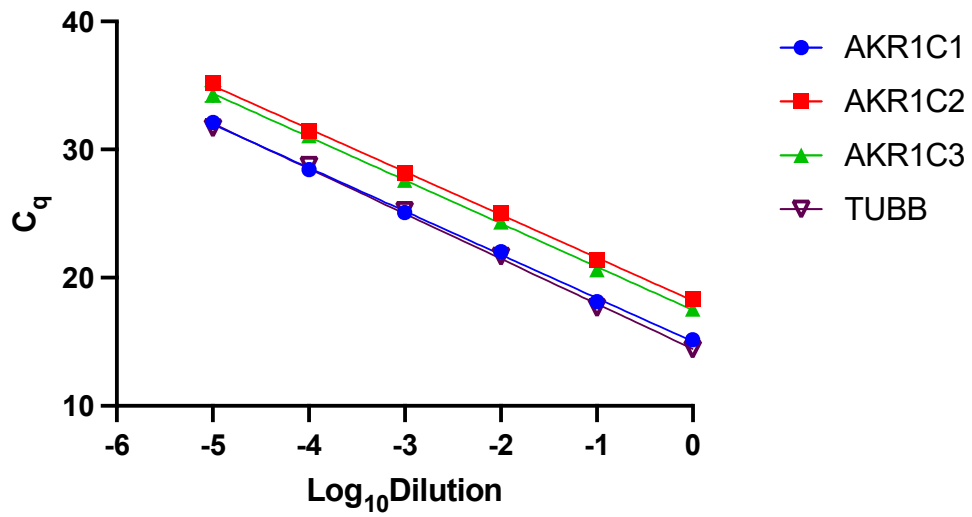

| Gene name | Correlation coefficient | Slope  | Amplification efficiency |
|-----------|-------------------------|--------|--------------------------|
| AKR1C1    | 0.9982                  | -3.392 | 97.2%                    |
| AKR1C2    | 0.9985                  | -3.355 | 98.6%                    |
| AKR1C3    | 0.9978                  | -3.378 | 97.7%                    |
| TUBB      | 0.9978                  | -3.517 | 92.5%                    |

**Figure S2.** Standard curves of 3C-qPCR showing high correlation coefficients and acceptable amplification efficiencies.

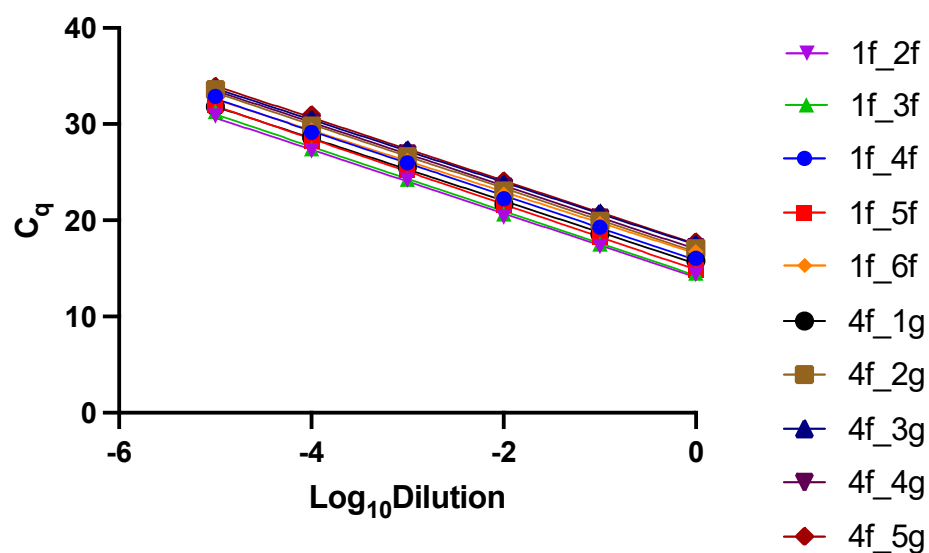

| Ligation product | Correlation coefficient | Slope  | Amplification efficiency |
|------------------|-------------------------|--------|--------------------------|
| 1f_2f            | 0.9973                  | -3.312 | 100.4%                   |
| 1f_3f            | 0.9974                  | -3.350 | 98.8%                    |
| 1f_4f            | 0.9984                  | -3.355 | 98.6%                    |
| 1f_5f            | 0.9979                  | -3.403 | 96.7%                    |
| 1f_6f            | 0.9986                  | -3.203 | 105.2%                   |
| 4f_1g            | 0.9962                  | -3.264 | 102.5%                   |
| 4f_2g            | 0.9975                  | -3.310 | 100.5%                   |
| 4f_3g            | 0.9989                  | -3.252 | 103.0%                   |
| 4f_4g            | 0.9986                  | -3.294 | 101.2%                   |
| 4f_5g            | 0.9985                  | -3.284 | 101.6%                   |

**Figure S3.** Annotation of POLR2A ChIA-PET in HepG2 cells regarding to G4 presence.

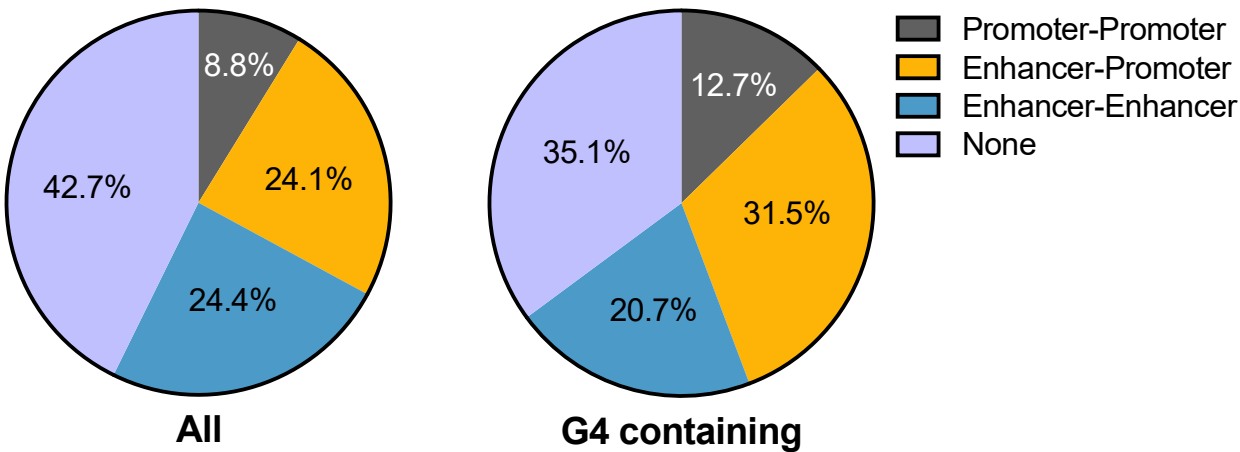

**Figure S4.** Differential analysis of BG4 ChIP-seq in K562 and HepG2 cells showing a total of 18,991 differential G4 sites (*HepG2*-enriched: red, *K562*-enriched: blue).

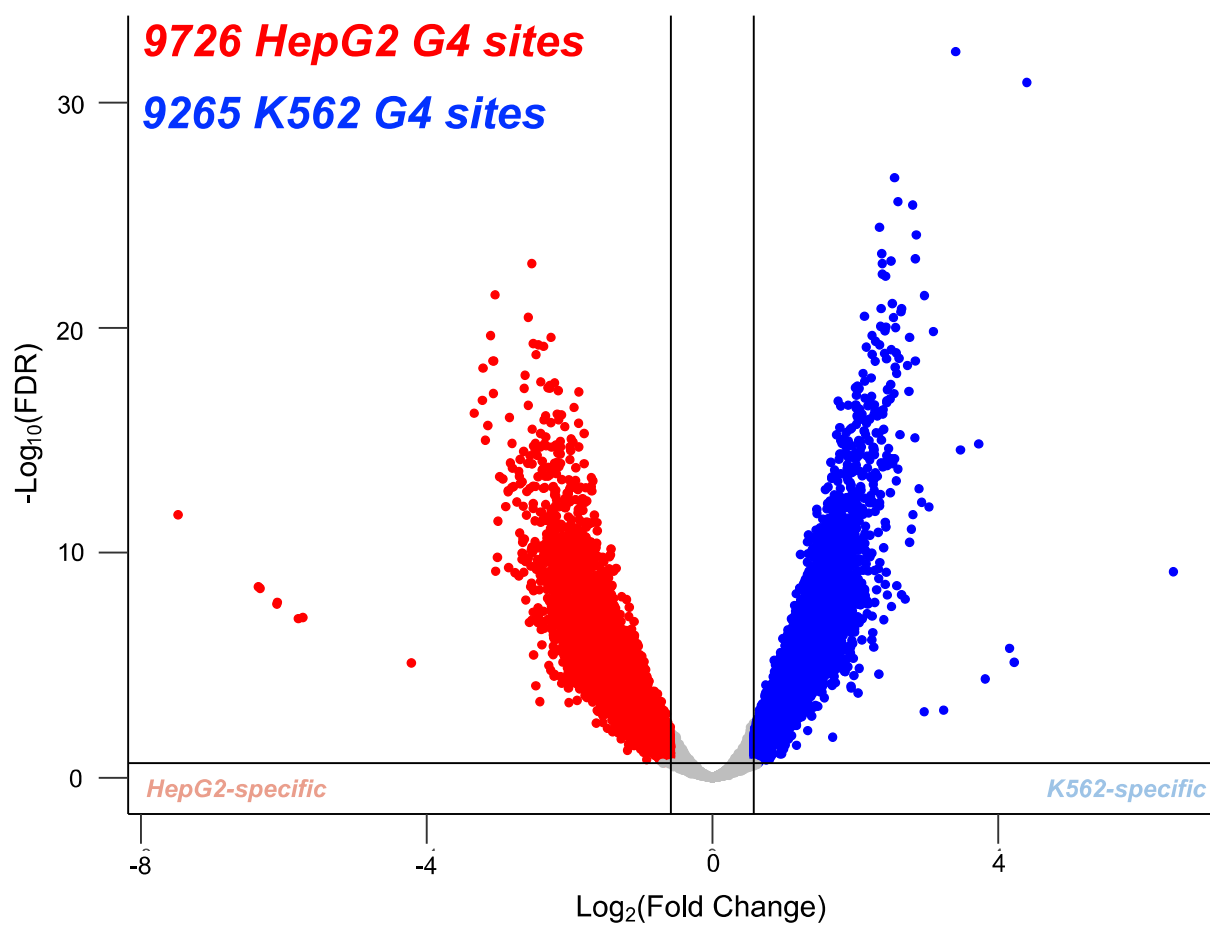

**Figure S5.** Differential analysis of POLR2A ChIA-PET and BG4 ChIP-seq in K562 and HepG2 cells showing a high level of correlation between G4 structure and RNAPII-mediated long-range DNA interactions. Each dot represents one DNA loop (*HepG2-enriched*: upper-left, *K562-enriched*: upper-right). Color of the dots corresponds to overlapping profile with cell-type specific G4 structures (K562 enriched G4: blue, HepG2 enriched G4: red, No selectivity/overlapping: black).

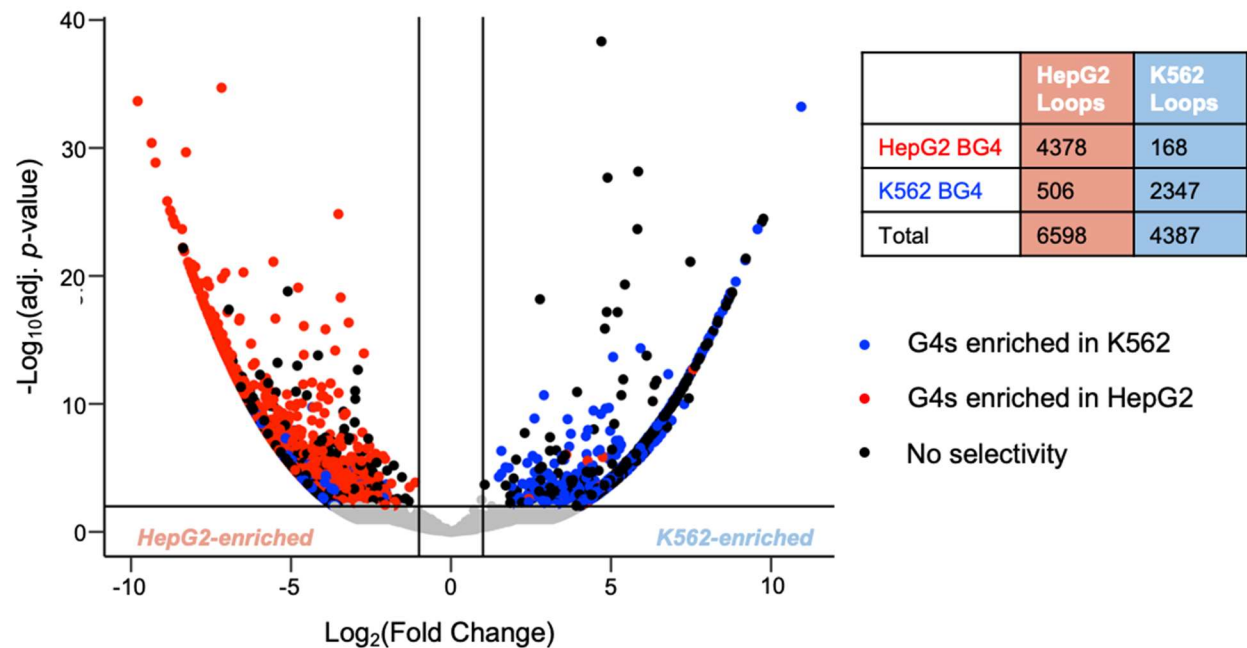

**Figure S6.** Cell viability assay of HepG2 cells treated with different concentrations of PDS for 24 h. The results showed that a 24-h exposure with 20  $\mu$ M PDS did not confer a significant impact on the viability of HepG2 cells.

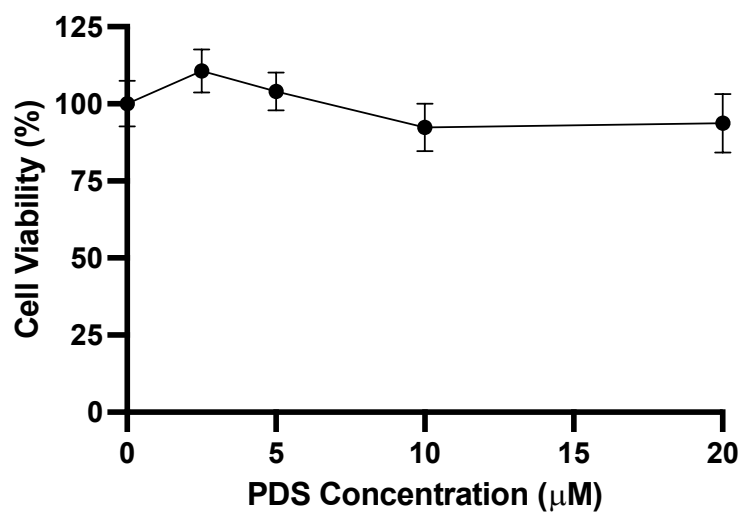

**Figure S7.** ChIP-qPCR experiments revealed enrichment of POLR2A at promoter and enhancer regions of *KRAS* and *MDM2* genes.

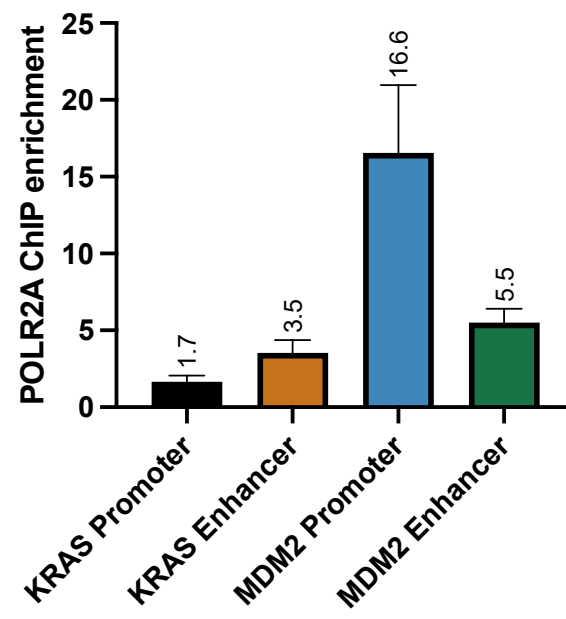

**Figure S8.** PDS treatment led to much more pronounced attenuation in expression of those genes with G4 structures in their promoters or with promoters being connected with remote G4 structures through RNAPII-linked DNA looping (G4) than those not associated with G4 structures (Non-G4). Two-tailed Student's *t*-test with Welch's Correction, \*\*\*\*,  $p < 0.0001$ .

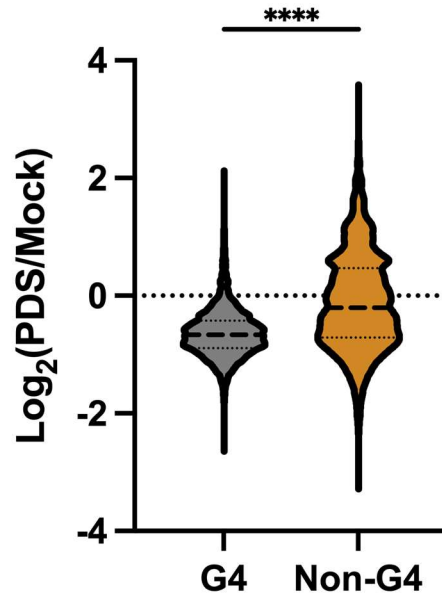

**Figure S9.** POLR2A ChIA-PET matrices within the regions of *AKR1C1-3* gene showing multiple long-range DNA interactions in HepG2 cells, but depleted in K562 cells, which is associated with the presence or absence of G4 structures at these loci in the two different cell lines. Panels from top to bottom: POLR2A ChIA-PET matrix in HepG2 cells, POLR2A ChIA-PET interactions in HepG2 cells, BG4 ChIP-seq in HepG2 cells, Gene annotation, BG4 ChIP-seq in K562 cells, POLR2A ChIA-PET interactions in K562 cells, POLR2A ChIA-PET matrix in K562 cells.

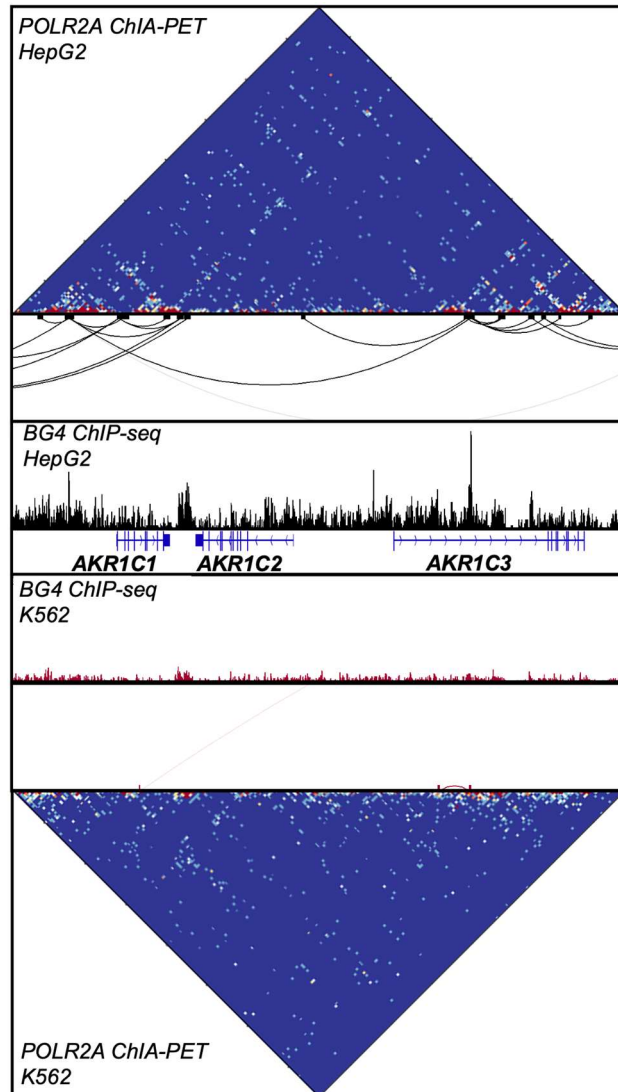

**Figure S10.** HiChIP interaction matrices of RNAPII in the promoter region of *AKR1C1* gene in HepG2 cells that were mock-treated (top) or treated with 20  $\mu$ M PDS (bottom) for 24 h. Depicted in the middle are the RNAPII ChIP-seq tracks (middle two) revealing diminished RNAPII binding at both promoter and distal G4 site following PDS treatment.

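In the deposited lists, 2 mock loops used the anchor of the AKR1C1 promoter at 4961825 to 4966154 on chromosome 10, and neither was in the PDS list. They joined it to the upstream anchor 17.1 kb away with 3 PETs and to the anchor at 5005459 to 5022610, 50.0 kb away, with 4 PETs. With the start sites of all annotated transcripts, AKR1C2 had 8 mock loops with 47 PETs and 2 PDS loops with 8 PETs. All of these used the anchor at 5005459 to 5022610, and the canonical AKR1C2 start site, at 5003857, lies more than 1 kb outside it. AKR1C3 had 4 mock loops with 15 PETs and 2 PDS loops with 6 PETs, none of them shared. Of these AKR1C3 loops, only the mock loop of 3 PETs to 5095323 to 5100541 came within 1 kb of the canonical start site, at 5094414. Interaction matrices also show read pairs outside called loops, which were not analysed here.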

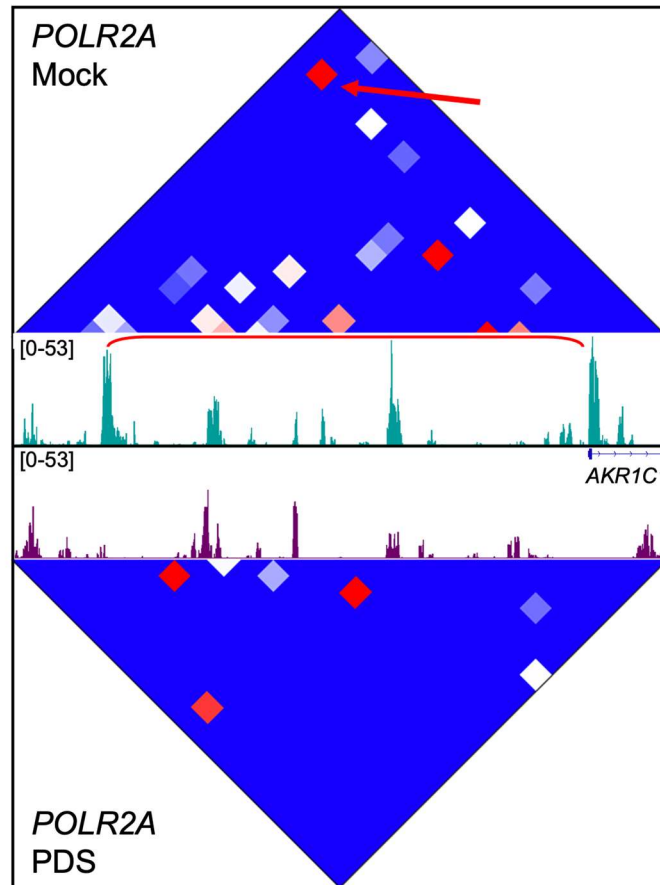

**Supplement:** gkad588_Supplemental_File

How the deposited data were processed for this re-analysis (not part of the article)

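POLR2A HiChIP-seq was measured in HepG2 cells treated for 24 h with water (mock) or 20 µM PDS, with 2 biological replicates per condition and 4 libraries in all. For both conditions, the authors deposited a list of loops with whole-number counts of PETs per loop and no scaling. They aligned paired-end reads of 100 bp to GRCh38, removed duplicates and assigned reads to MboI fragments with HiC-Pro version 3.1.0. The paper's text does not name the tool that set the anchors and listed the loops, the way the 2 replicates were combined, or the rule by which loops of both conditions were matched. Table S8 gives a minimum of 3 PETs, which is the lowest count in both lists.

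Each list was read as deposited: the loops were grouped by the condition of the list, and no loop was left out. The distance of a loop is the distance between its anchor midpoints. Loops of both lists were matched with bedtools 2.31.1 (pairtopair, both anchors, strand ignored, at least 1 bp of overlap). The PET ratio of a shared loop is the log2 of its PDS count over its mock count. PDS/mock ratios of loop numbers and of PETs have 95% intervals computed from the Wilson interval of the PDS share of the combined count, with scipy 1.17.1. Intervals of shares are Wilson intervals, and intervals of medians come from binomial ranks. They cover counting error only. With 1 combined list per condition there is no spread between replicates, so no p-value is given between conditions, and loops were not treated as replicates.

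The depth of the libraries was not given with the lists. The listed loops hold 254647 PETs in mock-treated cells and 67001 in PDS-treated cells, and these sums depend on how many loops passed the minimum of 3 PETs, so they are not library depths. Single loops are known with little precision, since 59.9% of mock loops and 71.1% of PDS loops have 3 PETs and a loop missing from a list can have up to 2.

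Gene positions come from GENCODE 44 on GRCh38. A promoter anchor overlaps 1 kb on either side of the transcription start site of any annotated transcript of a protein-coding gene. Loops at MDM2 were those with a promoter anchor of any transcript of the gene, and the AKR1C1-3 region ran from 50 kb upstream of AKR1C1 to the end of AKR1C3 with both anchors inside. The rule for the genes named was those the paper names for its HiChIP-seq data (1 of them is not reported here), and the protein-coding genes at the 3 loops with most PETs in each list, of which there were none. A predicted G4 motif is 4 runs of at least 3 G with spacers of 1 to 7 bases on either strand of the reference. The share of loops with a motif in at least 1 anchor was compared with 10000 random sets of mock loops matched on deciles of PETs and anchor width. Primer sequences of Tables S2 and S3 were placed by exact match. Strong loops were examined for 31-base sequences that occur more than once in the reference genome without its alternate contigs.

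A model in which every possible loop has a PET rate drawn from a log-series distribution, and treatment multiplies all rates by 1 factor, was fitted to the mock counts and to the number of PDS loops. It was adopted after the data had been seen, when a more general gamma-Poisson fit converged to this limit. The statistics over many loops were tested on simulated data. Of 4416 simulated loops, 1104 were made as shared and 1104 were recovered, all 500 planted motifs were found with 0 false calls in 1500 other sequences, and 2 of 40 random sets fell outside the central 95% of their matched sets. The model recovered a factor of 0.4 as 0.3996 and predicted 1582 shared loops where 1563 had been made, over 27588 loops. To compare groups of loops without a model of the counts, the factor was also estimated from shared loops with 7 to 19 summed PETs, as a binomial split of each sum with at least 3 PETs in both lists and a 95% likelihood interval. On 1117 simulated loops it recovered a factor of 0.4 as 0.4024.

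The alternatives tried were a higher PET minimum, other distance ranges, other overlap rules, PETs divided by the list total, wider promoter definitions and other motif definitions, 36 in all, of which 2 that need values per replicate were not run. A further 3 were added later. BG4 ChIP-seq peaks, RNAPII peaks, ChIA-PET, RNA-seq and qPCR data were not analysed here, so overlaps with BG4 peaks were not recomputed. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.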

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

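All the tests below were chosen after the results they bear on had been seen, except those of multi-copy sequence and of the promoter anchors, whose outcomes were set down before they were computed.

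The paper does not discuss the loops listed only after PDS treatment. There were 11445 of them, 61.0% of the PDS list, although all 50 PDS loops with 10 or more PETs were also in the mock list. The limit of the lists explains how such loops can arise: a loop missing from the mock list can have up to 2 PETs there. In a model in which treatment multiplies the PET rates of all loops by 1 factor, fitted to the mock counts and the number of PDS loops, 10813 loops were predicted to be listed only after PDS treatment. For those with at least 7 PETs the model predicted 38.7 (95% Poisson range 27 to 51), and 31 were listed. None had more than 9 PETs. Counting noise around the minimum of 3 PETs is therefore consistent with the number of most of the loops listed only after PDS treatment (10813 predicted). The model left 632 loops, the excess over its prediction, without an account. It predicted 7965 shared loops where 7333 were counted, which is the same miss of 632, because the model was fitted to the number of PDS loops. The make-up of the loops listed only after PDS treatment is not that of 1 factor on all loops. They had a promoter anchor in 38.6% (95% Wilson interval 37.7 to 39.5%), against 46.0% (45.6 to 46.4%) of the loops listed only in mock-treated cells. On chromosomes 2, 6, 14, 16, 17 and 20 the shares were 34.3% and 42.8%, and on the others 44.6% and 49.8%. From shared loops with 7 to 19 summed PETs, whose split between both lists depends on the factor and not on the level of PETs, the factor was 0.525 (95% interval 0.505 to 0.545) without a promoter anchor and 0.460 (0.441 to 0.479) with one, which argues against 1 factor for both. The factors were 0.539 (0.516 to 0.562) and 0.463 (0.441 to 0.485) on the 6 chromosomes and 0.464 (0.423 to 0.509) and 0.453 (0.418 to 0.490) on the others, where the intervals overlap. Whether this contrast differs between both groups of chromosomes was not tested. Loops with sequence present more than once in the genome were not left out of these estimates, and strong loops of this kind fell less after PDS treatment. The contrast therefore need not come from the promoter anchors themselves. Loops that share an anchor are also not independent, so the intervals cover counting error only. Loops formed after PDS treatment remain possible, and no count of a single loop in these lists separates it from noise.

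The loop with most PETs in both lists, which the paper does not discuss, lies on chromosome 16 between the anchors 46385643 to 46391459 and 46397703 to 46403244 (GRCh38), where no protein-coding gene is annotated. It had 2183 PETs in mock-treated cells and 1753 in PDS-treated cells, a ratio of 0.803. The ratio was 0.497 (95% interval 0.449 to 0.550) for single-copy loops whose PETs summed over both lists to at least 20. The next 2 loops of both lists each share an anchor with it. Among the 79 loops with at least 15 mock PETs, the 14 with a ratio over 0.7 had a median of 72.2% of the 31-base sequences of their anchors present more than once in the genome, against 15.5% for the other 65 loops. Of the 14, 6 lie at this locus, and the median was 83.9% in the remaining 8. Reads from several copies of a sequence placed on 1 copy are thus a candidate explanation of the large counts and of their small change (72.2% against 15.5%). A stable RNAPII contact at these loci was not tested.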

How the results depend on the processing

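Of 47 values computed under another setting, 14 stayed within the 95% interval or the margin of the reported value, 32 moved and 1 reversed. Some of the 14 could not have moved, because the anchors of both lists do not overlap one another. These come from merging overlapping loops and, for shared loops and their PET ratio, from the other rules for matching anchors of the same width. Their agreement is no sign of stability. All settings were fixed before the data were examined, except 3 that were chosen after seeing the data: leaving out the 6 chromosomes with most loops per Mb, leaving out loops of at least 30 PETs, and the PET ratio of loops with at least 10 mock PETs. No paired analysis was possible because each condition has 1 list with its replicates combined. For the same reason the replicate block and leave-one-out of each replicate were not run.

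The number of loops was lower after PDS treatment under every setting tried. The PDS/mock ratio of 0.283 became 0.204 at 4 or more PETs, 0.149 at 5 or more and 0.0817 at 10 or more. It was 0.277 for loops over 20 kb and 0.238 without the 6 chromosomes. Merging overlapping loops of a list, which changed no loop, and keeping distances of 5 to 200 kb left it within its interval. The ratio on chromosome 7 was 0.0936 at 5 or more PETs. Shared loops numbered 16606 with anchors extended by 5 kb, since neighbouring anchors then match, and 849 at 5 or more PETs, since fewer loops enter. Identical anchors, an overlap of 50% of both anchors and counting in PDS loops gave 7333, and could give no other number because anchors do not overlap one another.

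The median log2 PET ratio of shared loops was -0.32 as listed. Shared loops have at least 3 PETs in both lists, so those with 3 mock PETs cannot be lower after PDS treatment, and this and the following medians hold only under that condition. Division by the PETs of each list gave 1.60, the 1 reversed value. It adds the same amount to the log2 ratio of every loop, an amount fixed by the list totals, which fall with the number of loops listed, so it says nothing about single loops. The median was -0.74 for shared loops with at least 5 mock PETs and -1.32 for those with at least 10. Choosing loops by a high mock count favours counts that were high by chance, and the cause of these moves was not tested further.

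The accumulated PETs to 200 kb, with a ratio of 0.261, gave 0.282 for loops in place of PETs, 0.253 for distances between inner anchor edges and 0.255 without loops of at least 30 PETs. The median distance was 13565 bp in mock-treated and 16018 bp in PDS-treated cells at 5 or more PETs, and 16229 and 16448.5 bp with loops weighted by PETs, so the order of both conditions changed. At MDM2, promoters of 2500 and of 5000 bp gave 9 mock loops and 1 PDS loop. In the AKR1C1-3 region there were 26 mock and 4 PDS loops with at least 1 anchor inside, and 3 and 2 at 5 or more PETs. The share of loops with a promoter anchor rose to 49.7% (mock), 45.0% (PDS) and 48.8% (shared) with 2500 bp, and to 61.4%, 58.4% and 63.3% with all annotated genes. With all annotated genes, the shared loops passed the mock loops. The share of loops with a predicted motif stayed below the central 95% of the matched sets for shared and for PDS loops under every setting, at the percentile 1.49 (runs of at least 4 G) and 0.18 (central 1000 bp) for shared loops and 0.04 (5 or more PETs) for PDS loops. Except where stated, the cause was not tested.

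Depth limits all results for single loops. At 3 PETs against at most 2, no gain or loss of a loop can be detected. Of the mock loops, 3 of 5 at MDM2 and 8 of 16 in the AKR1C1-3 region had 3 PETs, and 1 of these 8 was shared.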

Other observations

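The tests in this part were chosen after the results had been seen, except the matching of motif shares on chromosome and on GC content, which was set down before it was computed. The grouping of chromosomes and of strong loops was also made after the values were seen.

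The ratio of loop numbers depends on the PET minimum, and 1 factor on the PETs of all loops accounts for most of this up to 5 PETs. In the model with 1 factor, set from the loop numbers alone, a factor of 0.518 on PETs gave the observed ratio of 0.283 for loops, because most loops lie near the minimum of 3 PETs. It predicted a ratio of 0.196 at 4 or more PETs, where 0.204 was observed (95% interval 0.198 to 0.210). At 5 or more PETs the prediction was 0.136, against an observed 0.149 (0.142 to 0.157). At both minimums the model missed by little, but by more than the counting error. At 10 or more PETs it predicted 0.0227, well under the observed 0.0817 (95% interval 0.0613 to 0.109), so the model fails for strong loops. Strong loops gave a direct reading. Among loops whose PETs summed over both lists to at least 20, with missing counts set to 2, the most they can be, the PDS/mock PET ratio was 0.497 (95% interval 0.449 to 0.550) in 73 loops with mainly single-copy sequence. Thus a 3.54-fold lower number of loops may correspond to a fall in PETs to 0.497 of the mock level. Of the 73 loops, 66 lie on chromosomes 2, 6, 14, 16, 17 and 20 and 7 on the others. The value of 0.497 therefore mainly describes these 6 chromosomes, and whether it holds for the others is not known.

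A lower sequencing depth after PDS treatment would lower the PETs of all loops by the same factor. The same minimum of 20 summed PETs was applied to loops in which at least 50% of the 31-base sequences occur more than once in the genome. Leaving out chromosome 16 from 45 to 48 Mb, 20 such loops had a ratio of 0.779 (95% interval 0.677 to 0.896). The ratio of 0.779 is above the 0.497 of the single-copy loops by more than the counting error, so depth as the whole cause is argued against. Some of these 20 loops share an anchor, and their summed PETs were not matched to those of the single-copy loops, so counting error understates the spread. Choosing loops by the sum avoids the bias of choosing them by mock PETs, which lowers the ratio. With at least 15 mock PETs the ratios were 0.812 without the largest loop and 0.333, and with a range of 15 to 24 mock PETs they were 0.602 and 0.338. A lower yield of RNAPII-bound chromatin in the PDS libraries, whether technical or through PDS, cannot be told apart from a loss of looping, because both PDS libraries are treated and the lists hold no reads outside loops.

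Loops are concentrated on chromosomes 2, 6, 14, 16, 17 and 20. These 6 chromosomes hold 25.1% of the sequence but 55.2% of mock loops, 62.2% of PDS loops and 69.6% of shared loops. Gene density does not account for it, since the mock loops per protein-coding gene are 3.24 times those of the other 17 chromosomes. Most of their 10 Mb windows (68 of 72, 94.4%) have more loops per Mb than the median window of the others, 11.2, but the excess is uneven. On chromosome 14, the windows from 20000001 to 40000000 hold 2989 of 4496 loops (66.5%), and the other windows have 7.2 to 34.4 loops per Mb. On chromosome 6, the windows from 60000001 to 110000000 have 1.31 to 14.1 loops per Mb. Over the 6 chromosomes it is 3.15-fold for loops with a promoter anchor and 4.23-fold for the rest. A higher DNA copy number of large parts of these chromosomes in HepG2 cells is a candidate explanation for a part of the excess. Copy number itself was not analysed here.

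The same 6 chromosomes had a PDS/mock ratio of 0.319 (95% interval 0.312 to 0.326), against 0.237 (0.231 to 0.243) for the other 17, and their ratios, from 0.274 to 0.369, all lie above the highest of the others, 0.263. With 1 factor on PETs and the mock counts of each group, the model predicted 56.9% of this difference on the log scale. It left the rest of the difference without an account. Given its summed PETs, the split of a shared loop between both lists depends on the factor and not on the level of PETs. From shared loops with 7 to 19 summed PETs, the factor was 0.503 (95% interval 0.487 to 0.519) in 3997 loops of the 6 chromosomes and 0.458 (0.431 to 0.486) in 1600 loops of the others. The intervals lie apart by a narrow margin, which argues against the minimum of 3 PETs as the whole cause. They cover counting error only, and loops that share an anchor are not independent. Loops with sequence present more than once in the genome were not left out of these factors, and their part in the difference is not known. In loops under 25 PETs in both lists, chosen by a minimum of summed PETs, the ratio of the 6 chromosomes was also the higher, but with minimums of 10, 12 and 15 and missing counts set to 2 or to 0 the intervals lay apart in 1 of 6 comparisons. At a minimum of 20 the others had 7 single-copy loops, too few to compare. What else sets the 6 chromosomes apart was not tested.

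As BG4 peaks were not analysed here, the sequence alone was examined. A predicted G4 motif was present in at least 1 anchor of 75.2% of mock loops (95% Wilson interval 74.9 to 75.5%), 75.5% of PDS loops (74.9 to 76.1%) and 78.7% of shared loops (77.7 to 79.6%). Shared loops have more PETs and wider anchors, and in 10000 random sets of mock loops matched on both, the median was 80.4%, with a central 95% of 79.6 to 81.2%. The shared loops lay below all of these sets, and the PDS loops lay below all of theirs (median 77.4%). Matching also on chromosome gave 80.38% and matching also on GC content gave 79.89%, with the shared loops still under the central 95% of sets. Neither property accounts for the lower share of all shared loops, which amounts to less than 2 percentage points. At 5 or more PETs the gap was larger, with 79.15% of 849 shared loops against a median of 83.75%, and 78.67% of 1824 PDS loops against 81.47%. Matching on chromosome or GC content was not run at this minimum. The direction is that of the paper's overlap with BG4 peaks, but the raw share of the shared loops was higher than that of all mock loops. This raw share was also the higher under the other settings tried, with 1 exception. With the central 1000 bp of each anchor it was slightly lower, at 27.2% against 27.4% of mock loops. A part of G4 motifs in the loss of loops stays a hypothesis, and other sequence properties were not tested.

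No predicted motif was found in the anchor of the AKR1C1 promoter, in the anchor with primer 4f upstream of AKR1C1 or in the anchor with primer 3g inside AKR1C3. The paper places G4 structures at the sites of primers 4f and 4g. Primer 4g lies in no anchor, and the EcoRI fragments of 4f and 4g held no predicted motif. The anchors with 5f and 5g also overlap these fragments. The anchor with 5f, at 4944720 to 4949017, had none, and the anchor with 5g, at 5077876 to 5081830 inside AKR1C3, had 1, at 5079713 to 5079741 on the minus strand, outside the fragment of 4g. Motifs with longer spacers or fewer G were not examined at these sites.

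From PDE6A to HMGXB3 on chromosome 5, at 149857953 to 150053142 with SLC26A2 and TIGD6 between them, the mock list held 2 loops with 7 PETs and the PDS list 2 loops with 6 PETs, none of them shared. The paper uses these genes for RNAPII occupancy and not for loops.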
